# Comparison of the transcriptomes of two tardigrades with different hatching coordination

**DOI:** 10.1186/s12861-019-0205-9

**Published:** 2019-12-09

**Authors:** Yuki Yoshida, Kenta Sugiura, Masaru Tomita, Midori Matsumoto, Kazuharu Arakawa

**Keywords:** Tardigrades, Developmental stages, RNA-Seq, Ecdysone

## Abstract

**Background:**

Tardigrades are microscopic organisms, famous for their tolerance against extreme environments. The establishment of rearing systems of multiple species has allowed for comparison of tardigrade physiology, in particular in embryogenesis. Interestingly, in-lab cultures of limnic species showed smaller variation in hatching timing than terrestrial species, suggesting a hatching regulation mechanism acquired by adaptation to their habitat.

**Results:**

To this end, we screened for coordinated gene expression during the development of two species of tardigrades, *Hypsibius exemplaris* and *Ramazzottius varieornatus*, and observed induction of the arthropod molting pathway*.* Exposure of ecdysteroids and juvenile hormone analog affected egg hatching but not embryonic development in only the limnic *H. exemplaris*.

**Conclusion:**

These observations suggest a hatching regulation mechanism by the molting pathway in *H. exemplaris*.

## Background

Tardigrades are microscopic animals found in various meiofauna and are prominently known for their capability to tolerate various extreme environments during the ametabolic state designated as cryptobiosis [23]. Recent advances in the establishment of tardigrade genomic information has allowed for comprehensive molecular analysis in tardigrade species [17, 41, 47, 48].

The establishment of rearing systems for several species has enabled various quantitative zoological and molecular analyses, mainly focused on the limnic *Hypsibius exemplaris* and terrestrial *Ramazzottius varieornatus* [14, 18]. In particular, developmental research of the *H. exemplaris* embryo has provided valuable evidence regarding the evolution and phylogeny of tardigrades within Ecdysozoa (Reviewed in Altiero et al. [3]). A large amount of developmental research has focused on the morphology of *H. exemplaris*, due to their rapid embryogenesis and life cycle. The *H. exemplaris* embryo hatches after around 4–4.5 days [14]. Observations based on microscopy-based techniques have reported that the first cleavage is observed at 2 h post laying (hpl), and gastrulation is completed by 16.5 hpl [14]. Further Scanning Electron Microscope (SEM) observations indicate that the head and limb buds, segmental lines, claws and mouth are visible by − 25 hpl, − 30 hpl and 35 and 50 hpl, respectively [16], suggesting that embryonic development is concluded around 3 days after oviposition. On the other hand, establishment of gene sequence databases and genetic engineering methods has enabled the molecular analysis of development related genes [9, 17, 48]. Immunostaining-based expression analysis and in situ hybridization analysis has enabled the analysis of expression patterns of several genes: pair-rule gene *paired* (*Pax3/7*), the segment polarity gene *engrailed* [13], and Homeobox genes [39]. Additionally, RNA interference knock-down of the expression of *mago-nashi* resulted in failure of elongation in the developing embryo, suggesting a major role of *mago-nashi* during embryogenesis [43].

On the other hand, the hatching timing of in-lab cultures of *R. varieornatus* extended to 5.8 ± 1.2 days (mean ± SD), slightly longer than *H. exemplaris* [18]. Relatively higher diversity in hatching timing of in-lab cultures which lack non-predictable stimuli (i.e. environmental factors) suggests that the diversity may be the result of adaptation to their living habitat.

To this end, we sought to identify factors that cause diversity in hatching timing. We have previously analyzed the genomes of two tardigrades from different habitats, the limnic *H. exemplaris* and terrestrial *R. varieornatus.* Genomes of both species have been sequenced, making these two species ideal for a comparative genomic/transcriptomic analysis, such as the identification of anhydrobiosis related genes [17, 48]. We first observed hatching timing in *H. exemplaris* to calculate the diversity in this species. We then conducted a comparative transcriptomic analysis of the embryo and juvenile stages in both species to identify pathways that are induced around 1 day prior to hatching. We finally exposed embryos to the ecdysteroid 20-Hydroxyecdysone (20-E) and juvenile hormone analog Fenoxycarb to understand the effects of such substances on the embryo. We observed that *H. exemplaris* also has tightly regulated embryo hatching, and the arthropod molting pathway was induced. 20-E and Fenoxycarb exposure induced a latent state in only the *H. exemplaris* embryo. These findings support the idea that limnic species may have tighter regulation in embryo hatching and that embryo hatching may be hormone regulated.

## Results

Previous studies have shown that embryonic development occurs in 4–4.5 days in *H. exemplaris*, and generation time takes 13–14 days. We collected embryos immediately after oviposition, and observed the development time, as well as generation time (Fig. 1a). Embryonic development took 4.03 ± 0.50 days from oviposition to hatch. The 1st and 2nd oviposition occurred around 7–11 days and 16–22 days after hatching, with 2.68 ± 0.75 and 8.34 ± 4.12 eggs per individual, respectively (Fig. 1b). The body length reached the average length of an adult (240 μm) at around 15d after oviposition (Additional file 1: Figure S1). In comparison, *R. varieornatus* requires 5.72 ± 1.13 days to hatch and the 1st and 2nd oviposition occurs at 8–12 days and 13–18 days after hatching. Additionally, we observed that the average number of eggs per individual was 7.37 ± 2.83, similar to 7.8 in previous studies [18]. We therefore assume that hatching related genes may be upregulated around Egg 3d and 5d in *H. exemplaris* and *R. varieornatus*, respectively.

**Fig. 1:**
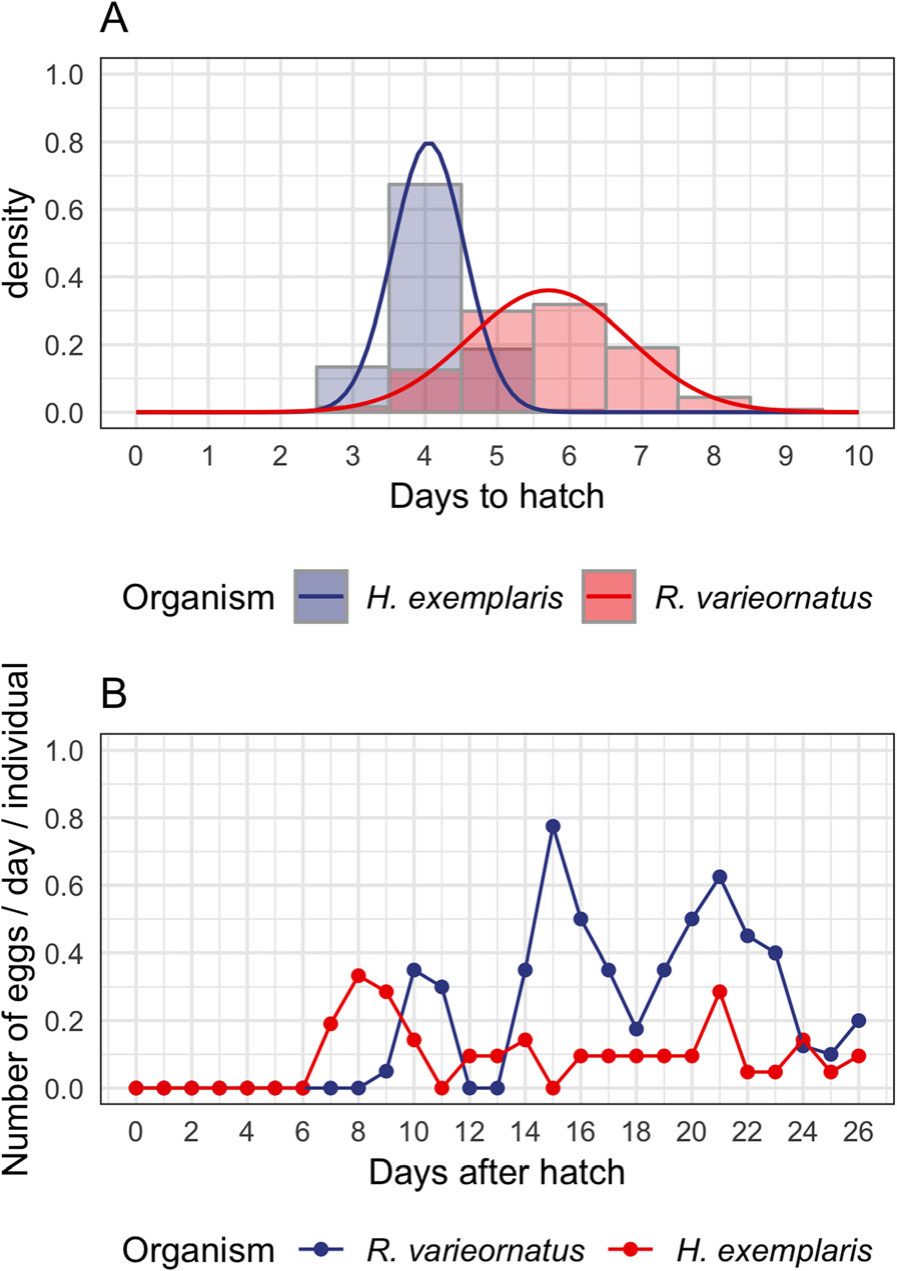
Comparison of hatching timing between *H. exemplaris* and *R. varieornatus.* **a** Probability density plot of the days required for egg hatching in both species. Seventy-three and 259 embryos were observed for *H. exemplaris* and *R. varieornatus*, respectively. A normal distribution curve is overlaid for each species. **b** Number of eggs that were oviposit in each day per individual in *H. exemplaris* and *R. varieornatus*. Twenty-one and 40 individuals were observed for each species, respectively. Data from Horikawa et al. [18] was used for *R. varieornatus*

We have previously sequenced the transcriptome of the embryo and juvenile stages in *H. exemplaris*, and, in part, *R. varieornatus*. Hence, we additionally sequenced the juvenile stages of *R. varieornatus*, and conducted a comprehensive analysis of developmental and juvenile stages of both species (Additional file 9: Table S1). 

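RNA was sequenced from juveniles of the R. varieornatus strain YOKOZUNA-1 collected on 6 days after hatching, Juvenile 2d to 7d, with 3 libraries for each day and 18 libraries in all. The methods describe the collection of juveniles for days 3–7, whereas Table S1 and the sample labels list Juvenile 2d to 7d. All 6 labelled days were analysed. Full-length cDNA was amplified from the small amounts of mRNA by the SMARTer method, and the libraries were sequenced as single-end reads on an Illumina NextSeq. The reads carry no molecular identifiers, so PCR copies of a molecule were counted as separate reads. The authors quantified the reads with kallisto, which matches reads to transcript sequences without a full alignment and divides a read that fits several transcripts between them. Its sequence bias correction was switched on and the fragment length was set by the authors, because single-end reads do not show it. The reference was the set of 14532 predicted coding sequences of 13920 genes, of which 551 genes had more than 1 transcript. For every library the authors deposited the estimated count of each transcript, without normalization, and its TPM, which is scaled by the effective coding length and by the total of the library. The sources give no genome positions for these transcripts.

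The total of the estimated counts ranged from 1250604 in Juvenile 7d replicate 3 to 5095736 in Juvenile 6d replicate 1, with a median of 3700490 over the 18 libraries. At Juvenile 2d the totals lay between 2740260 and 3945292 with a median of 3758969. At Juvenile 3d they lay between 3661738 and 4673295 with a median of 4144230. The Juvenile 4d libraries had between 3236622 and 3891887 counts, with a median of 3789302, and the Juvenile 5d libraries between 3383690 and 3580619, with a median of 3498627. At Juvenile 6d the median was 3212245 and the lowest total 3059567. At Juvenile 7d the median was 3739242 and the highest total 3777899. The paper's number of reads per library in Table S1 is higher, between 12954906 and 16517715, and the values used here rest on the estimated counts. Between 11118 and 11850 transcripts had at least 1 estimated count in a library. A count of 0 in a library allows a level of up to 0.589 CPM (counts scaled to the library total) in the deepest library and up to 2.40 CPM in the shallowest, for counting error only.

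Levels are given as the deposited TPM, with the mean and SD over the 3 libraries of a day. Differences were tested on the estimated counts, rounded to whole numbers, with edgeR's quasi-likelihood test after TMM normalization, in a single fit to the 18 libraries with the day as the only term. The fit covered the 10436 transcripts that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method at 0.05, the study's limit. The study's own calls came from read counts after BWA MEM mapping and DESeq2, and those counts were not used here. The biological coefficient of variation in the fit was 33.5%.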

High correlation was observed between replicates (*N* = 3). 

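Pearson's r of log2(TPM + 1) was calculated for each pair of replicate libraries, across the transcripts with a mean above 1 TPM over the juvenile libraries. Transcripts are not independent replicates, so no p-value was calculated for these values. The median of the 18 pairs was 0.962, and the values ranged from 0.841 to 0.983. The 12 pairs at Juvenile 2d to 5d had a median of 0.965 and none was below 0.960. The 6 pairs at Juvenile 6d and 7d had a median of 0.892. At Juvenile 6d, replicates 1 and 3 gave the lowest value of all 18 pairs, and replicate 2 gave 0.905 with replicate 1 and 0.916 with replicate 3. At Juvenile 7d, r was 0.966 between replicates 1 and 2, while replicate 3, the library with the smallest total count, gave 0.878 and 0.871 with them. For comparison, the 135 pairs of libraries from different days had a median of 0.869 and ranged from 0.750 to 0.945. The lowest value of a replicate pair was 0.788 when the TPM values were not log-transformed and 0.904 when every transcript was included.

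**Figure D1:**
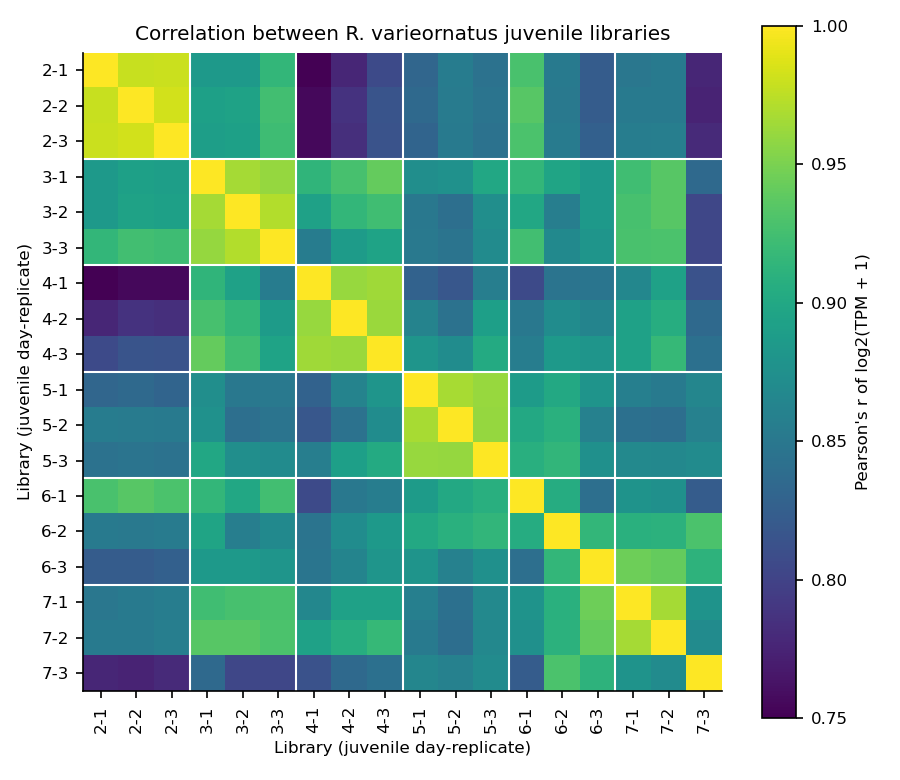
Pearson's r of log2(TPM + 1) for each pair of the 18 juvenile libraries, ordered on both axes by day and replicate, with white lines between days and the color scale giving r. The 12 replicate pairs at Juvenile 2d to 5d reach at least 0.960, and those at Juvenile 6d and 7d go down to 0.841.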

In order to validate our sequencing data, we first compared the expression profiles of HOX genes observed previously by single embryo RNA-Seq methods [26]. In our data, HOX genes showed an Egg 2-3d specific expression in *H. exemplaris*, while a wide expression was observed at the Egg 2-4d in *R. varieornatus* (Additional file 2: Figure S2). In particular, *caudal* was expressed in Egg 2d, while other HOX genes were expressed at Egg 2-3d. In comparison, *caudal* was mainly expressed around 500 min (8.3 h), while other HOX genes (i.e. *lab*, *ftz*, *disformed*, *zen*) were expressed around 1600 min (26.7 h) in the CEL-Seq data (Additional file 3: Figure S3). To obtain a general view of the transcriptome profile of both species, we conducted SOM clustering of gene expression profiles. We found two out of six clusters showed an Egg 3d-specific expression in *H. exemplaris* (Fig. 2, groups 1 and 2, Additional file 10: Data S1), suggesting dynamic shift in the embryonic transcriptome prior to hatching in only *H. exemplaris*. No such shift was observed in *R. varieornatus*.

**Fig. 2:**
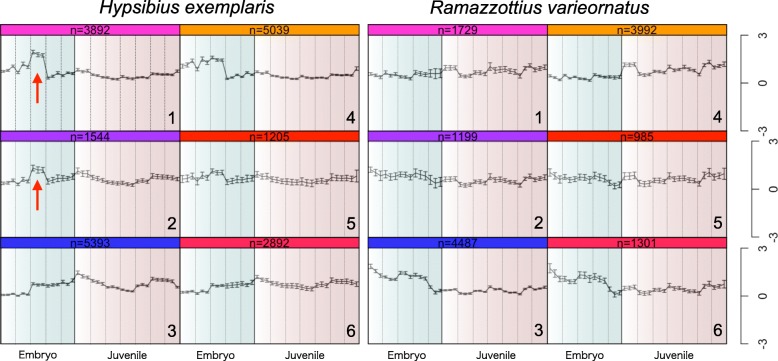
SOM clustering of gene expression profiles during development. SOM clustering of TPM values were performed in R. Genes with TPM values over 1 were used. The areas colored in blue and red represent embryo and juvenile stages, respectively. The Y axis indicates Z-scale normalized TPM values. The arrows indicate an increase in Egg 3d of *H. exemplaris*

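In the 18 juvenile libraries of R. varieornatus, 10573 of the 14532 transcripts had a mean above 1 TPM, the filter that the methods apply to all samples of the clustering. The embryo, Juvenile 1d and adult libraries, which that filter also covers, were not used here. A stricter filter of more than 1 TPM in every one of the 18 libraries kept 8181 transcripts, and a looser filter of a mean above 1 TPM on at least 1 day kept 11377. By day, 9575 transcripts had a mean above 1 TPM at Juvenile 2d and 10236 at Juvenile 3d. The number was between 10491 and 10573 on each of the following 4 days. With each library left out in turn, the number over all libraries stayed between 10538 and 10595.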

In order to identity potential mediators of hatching, we screened the 5436 genes induced at the Egg 3d in *H. exemplaris* (Group 1 and 2, Additional file 11: Data S2). It is commonly known that many factors are regulated during embryonic development; however, most of these mechanisms have yet to be validated in tardigrades. We focused on signaling through neuropeptides and hormones, of which we identified 232 receptor genes in *H. exemplaris* with gene ontology annotations containing “hormone”. Eighty-two of these orthologs were contained in groups 1 and 2. We obtained 20 orthologs that were significantly expressed in only Egg 3d. Although a majority of these genes were atrial natriuretic peptide receptors, we identified multiple orthologs of the arthropod molting pathway (i.e. *EcR*, *RXR*, *E75*, *HR3*, *HR4*). Therefore, we collected other genes in the molting pathway identified in previous studies and observed their expression patterns during development. The expression patterns of these genes were highly upregulated in Egg 3d in *H. exemplaris* and constitutively moderately between Egg 2-5d in *R. varieornatus* (Fig. 3).

**Fig. 3:**
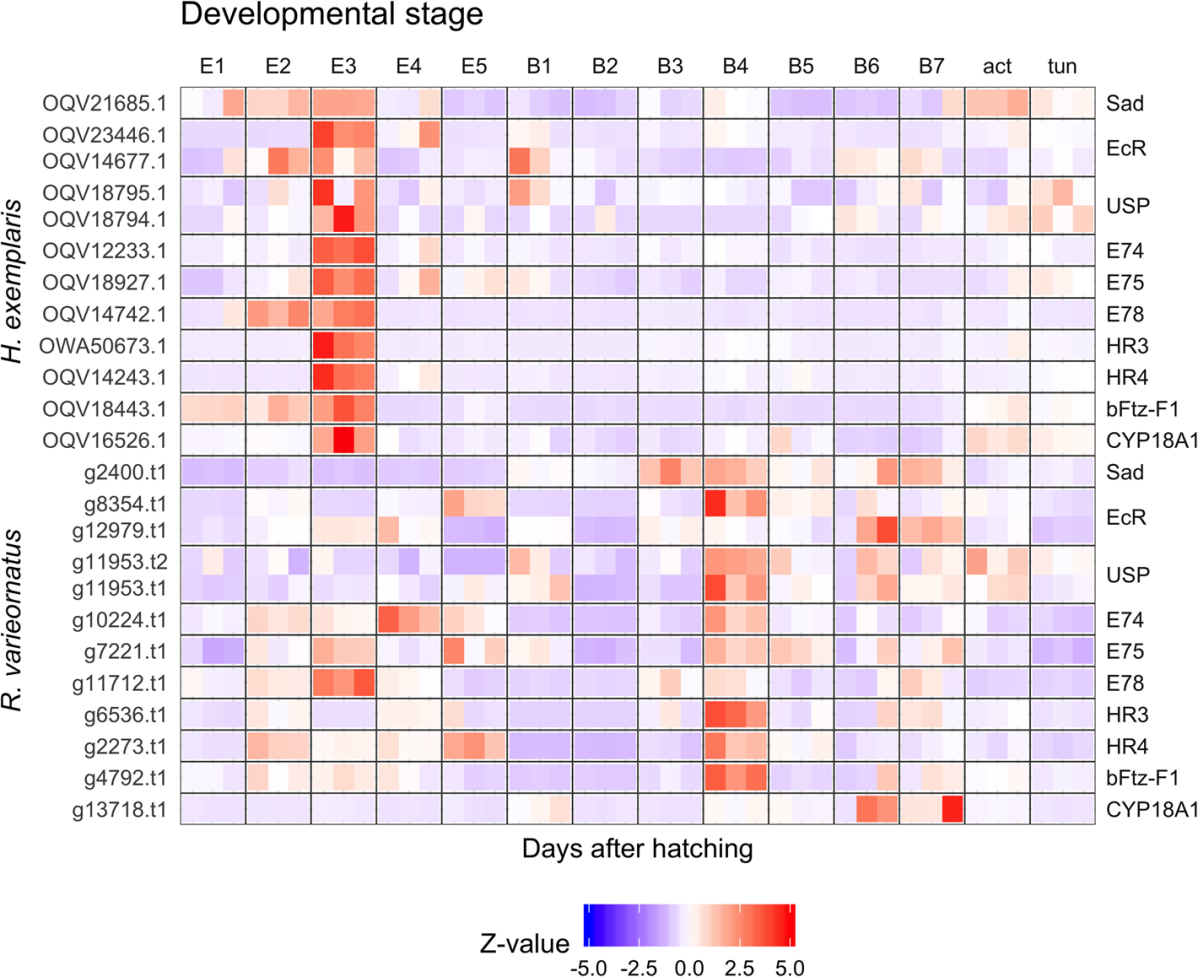
Gene expression patterns for molting pathways during development. Genes identified in Schumann et al. [37] were identified by BLASTP searches against amino acid sequences of *H. exemplaris* and *R. varieornatus*, and Z-scaled TPM values were visualized. E: Egg, B: Juvenile, act/tun: Adult stages. The identified orthologs are as follows; *sad* (OQV21685.1, g2400.t1), *EcR* (OQV14677.1, OQV23446.1, g12979.t1, g8354.t1), *USP/RXR* (OQV18794.1, OQV18795.1, g11953.t1, g11953.t2), *E74* (OQV12233.1, g10224.t1), *E75* (OQV18927.1, g7221.t1), *E78* (OQV14742.1, g11712.t1), *HR3* (OWA50673.1, g6536.t1), *HR4* (OQV14243.1, g2273.t1), *bFtz-F1* (OQV18443.1, g4792.t1), *CYP18A1* (OQV16526.1, g13718.t1). An additional copy of *EcR* was found during this analysis (*H. exemplaris* OQV23446.1, *R. varieornatus* g8354.t1)

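The 12 R. varieornatus transcripts of this legend were measured in the 18 juvenile libraries, with n = 3 libraries per day. The highest mean TPM fell on Juvenile 4d for 9 of the 12 transcripts. For bFtz-F1 (g4792.t1) it was 53.0 ± 8.56 TPM (SD) at Juvenile 4d, against 5.46 ± 3.00 at Juvenile 3d and 3.14 ± 1.49 at Juvenile 5d. HR3 (g6536.t1) had the highest mean of the list at Juvenile 4d, 583.5 ± 125.1 TPM, after 1.43 ± 0.191 at Juvenile 2d and 94.9 ± 83.3 at Juvenile 3d. HR4 (g2273.t1) went from 5.44 ± 2.74 TPM at Juvenile 3d to 35.5 ± 10.9 at Juvenile 4d, and E74 (g10224.t1) from 13.4 ± 7.66 to 68.5 ± 19.5. E75 (g7221.t1) went from 11.1 ± 2.99 to 27.0 ± 3.35 TPM over the same days and was still at 23.5 ± 3.43 at Juvenile 5d.

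EcR is listed with a pair of transcripts that differed in their course. The g8354.t1 transcript rose from 37.0 ± 26.0 TPM at Juvenile 3d to 259.6 ± 117.0 at Juvenile 4d, whereas g12979.t1 had 41.1 ± 4.67 and 37.5 ± 4.63 TPM on these days and its highest mean, 69.2 ± 38.6, at Juvenile 6d. USP/RXR has 2 transcripts of one gene, between which kallisto divided reads in all 18 libraries, so their separate levels are less certain than their sum. At Juvenile 4d, g11953.t1 had 95.0 ± 31.3 TPM and g11953.t2 had 31.3 ± 2.21. The other 10 transcripts of the list had whole estimated counts in all 18 libraries.

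E78 (g11712.t1), which Data S2 lists under the name E75, had 66.2 ± 29.6 TPM at Juvenile 3d and 67.6 ± 24.4 at Juvenile 4d. Its mean at Juvenile 7d was nearly as high, at 65.4 TPM, with libraries from 26.7 to 100.4 TPM. For sad (g2400.t1) the mean was 44.8 ± 12.9 TPM at Juvenile 3d, its highest, and 41.8 ± 6.94 at Juvenile 4d. CYP18A1 (g13718.t1) went from 11.5 ± 3.91 TPM at Juvenile 3d to 76.1 ± 20.1 at Juvenile 4d, and reached 289.5 ± 273.7 at Juvenile 7d, where the libraries differed widely.

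**Figure D2:**
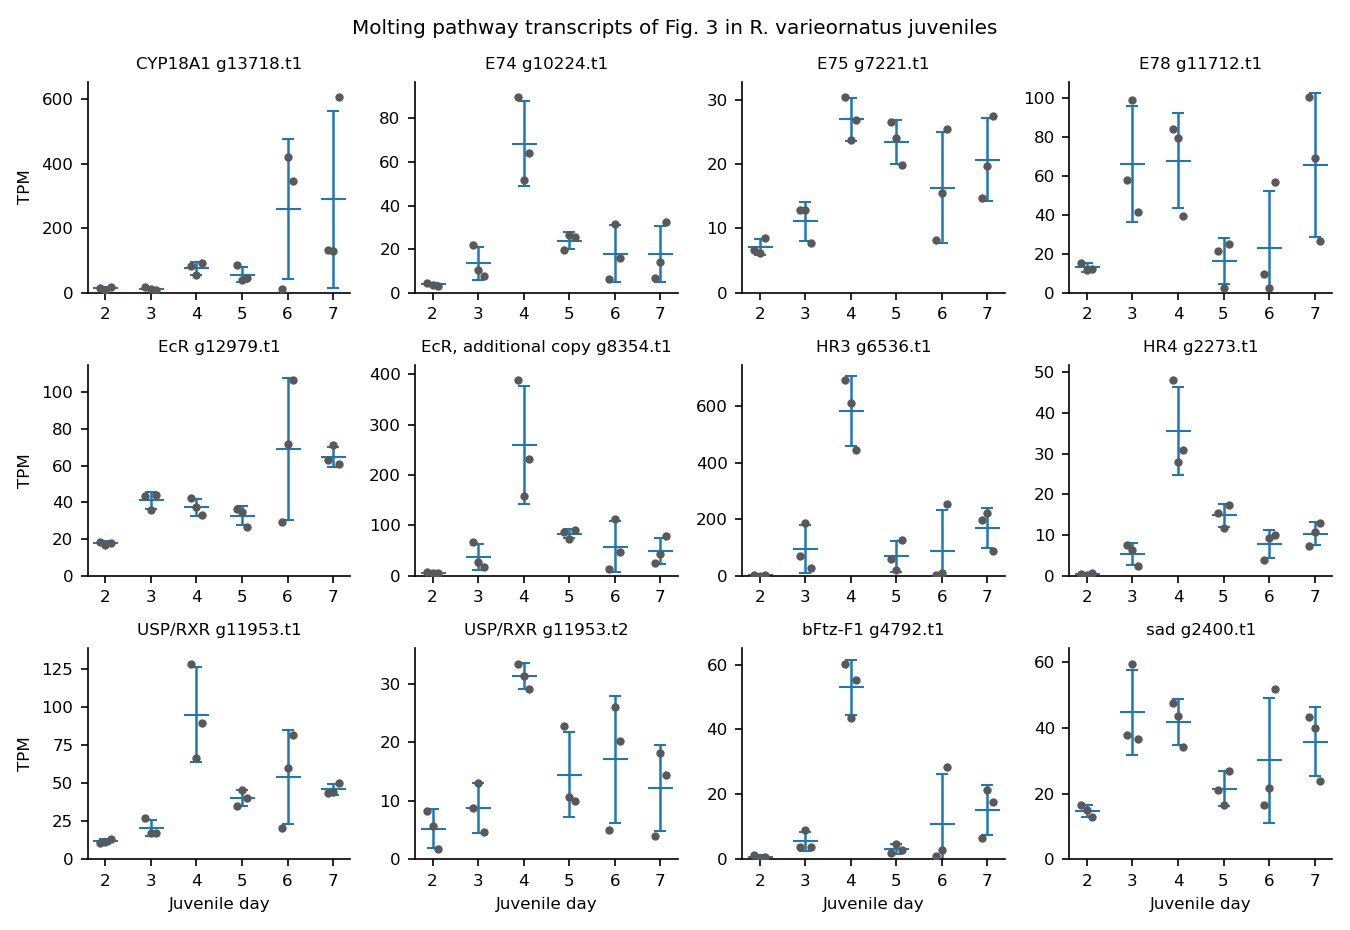
TPM of the 12 molting pathway transcripts of R. varieornatus at Juvenile 2d to 7d, one panel per transcript, with the juvenile day on the x-axis and TPM on a linear y-axis that differs between panels. Gray points are the 3 libraries of a day, blue dashes the mean and bars the SD, and the highest mean lies on day 4 in 9 of the 12 panels.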

We then validated whether disrupting the molting pathway inhibits hatching in *H. exemplaris*, we exposed *H. exemplaris* embryos to chemicals (20-E: 8.42 μM and 100 μM, Fenoxycarb: 3.3 μM and 100 μM) and observed whether they affected embryo development. While we observed that approximately 90% of the embryos exposed to low concentrations hatched within 5 days of oviposition (Additional file 6: Figure S6), there were several cases where all of the embryos in the same clutch did not hatch (Additional file 7: Figure S7). We observed claw formation at this stage, which is consistent with previous body developmental observations. Washing these embryos to remove chemical exposure induced hatching in 57.1% (4/7, five E0 embryos and two E3 embryos, of which three E0 embryos died) and 71.4% (5/7, one F0 and F1 embryos, three F2 embryo and two F3 embryos, of which one F0 and F2 embryos died) of the embryos exposed to 20-E and Fenoxycarb, respectively. Exposure of *R. varieornatus* embryo to low concentrations did not show any effect in hatching (Additional file 7: Figure S7). On the contrary, exposure to high concentrations of Fenoxycarb significantly suppressed hatching in embryos exposed at Egg 0-2d (Fig. 4, Additional file 8: Figure S8, ANOVA and Tukey HSD, FDR < 0.05). For the embryos that did not hatch, we also observed claw formation and movement inside the eggshells regardless of exposure time, suggesting that the embryos had finished development and did not die (Additional file 13: Data S4). Exposure to the EcR antagonist cucurbitacin B had no effect on embryo hatching (Data not shown).

**Fig. 4:**
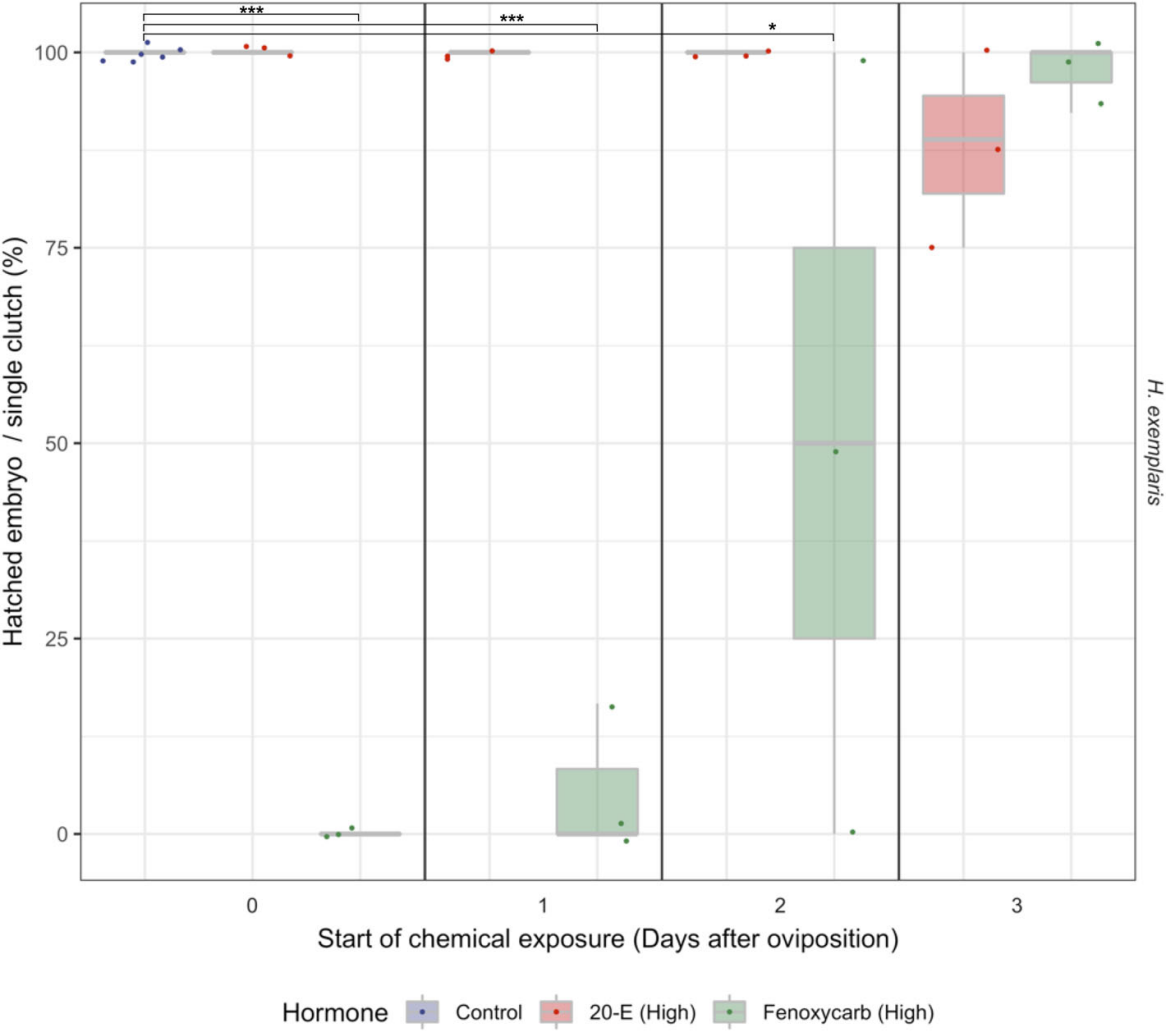
High concentration fenoxycarb exposure inhibited hatching in *H. exemplaris*. Percentages of successful hatching embryos exposed in 100 μM Fenoxycarb or 100 μM 20-E until hatch. Embryo exposed to 0.03% ethanol in Volvic mineral water at Egg 0d were used as controls. Hatching ratio for each clutch are overlaid on the boxplot. The x-axis indicates the day to start exposing the chemicals after oviposition. High concentration treatment of Fenoxycarb from 0~2 days after oviposition significantly impaired hatching, whereas treatment at 3 days after oviposition and treatment with 20-E did not. ANOVA and Tukey HSD, * = FDR < 0.05, ** = FDR < 0.01, *** = FDR < 0.001

**Additional file 13.** Movie of embryos exposed to long-term high concentration of chemicals. The shells of embryo exposed to more than 24 h to high concentration of fenoxycarb were peeled off, and movement were observed. https://github.com/abs-yy/Yoshida_and_Sugiura_etal_2018/blob/master/ Sdata_7_highConc-long-movement.mp4.

## Discussion

Previous studies on the life history of *H. exemplaris* have observed that the embryo hatches around 4–4.5 days after oviposition [14]. We have observed that the *H. exemplaris* embryo hatches in a strictly controlled manner within a short time range (4.03 ± 0.50 days) compared to the wider range observed in *R. varieornatus* (5.72 ± 1.13 day, see [18]). The small variance in *H. exemplaris* is similar to the limnic species *Isohypsibius myrops* [19]. It is worth noting that the *R. varieornatus strain* YOKOZUNA-1 was derived from a single individual [18], suggesting that genetic variation would not be higher than *H. exemplaris*, and therefore the hatching time variability is not due to the genetic variability. Therefore, we hypothesized that transcriptome regulation affects hatching timing, and factors that are related to hatching regulation may be induced around a day prior to hatching; day 3 in *H. exemplaris* and day 5 in *R. varieornatus*.

To understand the molecular pathways regulated prior to hatching, we analyzed our previously sequenced transcriptome data of the developmental stages of two tardigrade species, *H. exemplaris* and *R. varieornatus*, with newly generated data for the juvenile stages of *R. varieornatus* [9, 48]. First, we validated our sequencing data by comparison of the expression profiles of developmental genes (i.e. Homeobox genes) assayed in previous single embryo sequencing data and in-situ hybridization experimental data [26, 39]. In our data, *caudal* and *engrailed* expressed earlier than HOX orthologs, at around 24–48 h post laying, and other orthologs were expressed around 48-72 h, approximately 36 h prior to hatching. These data are similar to those of previous reports of HOX expression profiles, supporting the validity of our data. In comparison, *R. varieornatus* HOX orthologs were expressed around Egg 3d-4d, 24 h later than *H. exemplaris*. This period is also approximately 36 h prior to hatching [18]. Clustering based analysis of the embryo-juvenile time course indicated an abrupt shift in transcriptome profile at Egg 3d in *H. exemplaris*. The Egg 3d stage is immediately before the hatch in *H. exemplaris* (4.03 ± 0.53 days), which suggests that *H. exemplaris* may have some sort of trigger that drastically changes the transcriptome profile for embryo hatching. The lack of such a shift in *R. varieornatus* remains a surprise, as we have sequencing data until approximately 20 h prior to hatching. This may be due to the low quality of the sequencing data, observed by the low mapping ratio, or pathways induced in *H. exemplaris* may be expressed less abruptly, but rather gradually during the last few days of embryogenesis.

Analysis of genes induced at Egg 3d of *H. exemplaris* revealed the arthropod molting pathway was upregulated at Egg 3d. Other pathways are stated in Additional file 14 (with accompanying Additional file 4: Figure S4, Additional file 5: Figure S5 and Additional file 12: Data S3). Molting is an essential event for the development of animals in the Ecdysozoa, however, the fact that the arthropod molting pathway is induced in embryos of *Daphnia magna*, *Bombyx mori* and *Drosophila melanogaster* [11, 21, 38, 40], suggests a mechanism conserved within Arthropoda that may be related to embryo hatching. In ecdysozoans that have been investigated, the molting pathway is initiated by the signaling hormone Ecdysone, synthesized by the Halloween genes in hexapods. It is released as the active state 20-hydroxyecdysone (20-E, [20]). The released hormone binds to the ecdysone receptor (EcR) and ultraspiracle (USP) heterodimer, which regulates the expression of the early genes (HR3, HR4, E75, Ftz-F1). These respond and transmits the signal to the late response genes, leading to new cuticle biosynthesis. Although most of the downstream genes of EcR/USP were conserved, only *shadow* (*sad*) gene in the 20-E biosynthesis pathway were found in both *H. exemplaris* and *R. varieornatus* [37]. These genes were induced at Egg 3 in *H. exemplaris* and relatively constitutively expressed (most expressed at Egg 5d) in *R. varieornatus*, approximately 1 day prior to egg hatching. We did not observe a lag between early and late genes since we sampled the embryos every 24 h. 

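For R. varieornatus, the juvenile course of the 12 molting pathway transcripts of Fig. 3 was tested in the new libraries, with Juvenile 4d as the day that the paper names. The paper displays these transcripts on the same libraries, so no test of Juvenile 4d below is independent evidence for that day. No p-value allows for the choice of the day. Between Juvenile 3d and 4d, 6 of the 12 transcripts were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all transcripts tested, each of them higher at Juvenile 4d. With p-values adjusted over the list alone the number was 8, which is not independent evidence because the study displays the list on these libraries. In the same comparison 1308 of all transcripts tested were called, 748 higher and 560 lower. The called members were bFtz-F1 (g4792.t1), with a log2 fold change of 3.11 (standard error 0.80, edgeR adjusted p = 0.0201), an EcR transcript (g8354.t1, 2.63, standard error 0.60, edgeR adjusted p = 0.0108), HR4 (g2273.t1, 2.54, standard error 0.40, edgeR adjusted p = 0.00148), E74 (g10224.t1, 2.17, standard error 0.51, edgeR adjusted p = 0.0126), a USP/RXR transcript (g11953.t1, 2.02, standard error 0.30, edgeR adjusted p = 0.00108) and E75 (g7221.t1, 1.11, standard error 0.26, edgeR adjusted p = 0.0113). Changes with a wide error were seen for CYP18A1 (g13718.t1, log2 fold change 2.55, standard error 0.84, edgeR adjusted p = 0.0590) and HR3 (g6536.t1, 2.46, standard error 1.10, edgeR adjusted p = 0.166), which were not called, nor was g11953.t2 (1.66, standard error 0.59, edgeR adjusted p = 0.0822). The remaining 3, E78 (g11712.t1, −0.14, standard error 0.83, edgeR adjusted p = 0.939), the EcR transcript g12979.t1 (−0.32, standard error 0.23, edgeR adjusted p = 0.412) and sad (g2400.t1, −0.28, standard error 0.31, edgeR adjusted p = 0.621), had negative log2 fold changes and were not called.

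Several of these calls depended on single libraries. With each of the 18 libraries left out in turn, only HR4 and g11953.t1 among the 6 were called in all 18 fits, with edgeR adjusted p-values of at most 0.00928 and 0.0118. The call for bFtz-F1 was lost without Juvenile 3d replicate 1 (edgeR adjusted p = 0.0735), Juvenile 3d replicate 3 (0.103) or Juvenile 4d replicate 1 (0.0609). Those for E74 and g8354.t1 were lost without Juvenile 3d replicate 2 (edgeR adjusted p = 0.0583 and 0.0514), Juvenile 3d replicate 3 (0.0805 and 0.0668) or Juvenile 4d replicate 1 (0.0565 and 0.0520), and that for E75 without Juvenile 3d replicate 3 (0.0780). In the fits that lost these calls the log2 fold change stayed positive. It was 2.87 to 3.05 for bFtz-F1, 1.88 to 2.01 for E74, 2.28 to 2.45 for g8354.t1 and 0.90 for E75. The number of called members was 2 without Juvenile 3d replicate 3 and 3 without Juvenile 4d replicate 1. In the other direction, CYP18A1 was called without Juvenile 6d replicate 1 (edgeR adjusted p = 0.00548) or Juvenile 7d replicate 3 (0.0329), HR3 without Juvenile 6d replicate 3 (0.0230) and g11953.t2 without Juvenile 6d replicate 1 (0.0428). The E78 change turned positive without Juvenile 3d replicate 2 (0.24) or Juvenile 4d replicate 3 (0.12). The count over all transcripts fell to 490 without Juvenile 3d replicate 3, 534 without Juvenile 4d replicate 1 and 851 without Juvenile 3d replicate 2, and rose to 2265 without Juvenile 6d replicate 1. With only the libraries of the 2 days compared 9 of the 12 were called, with those of Juvenile 2d to 5d, a fit added later, also 9, and with DESeq2 8. The members added there were CYP18A1, g11953.t2 and, except with DESeq2, HR3.

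Against the mean of the other 5 days, 8 of the 12 transcripts were called at Juvenile 4d, all higher, and the number was also 8 with p-values adjusted over the list alone. HR3 was among them, with a log2 fold change of 3.63 (standard error 0.67, edgeR adjusted p = 0.000798). The call for g11953.t2 (1.40, standard error 0.41, edgeR adjusted p = 0.0160) was lost without Juvenile 4d replicate 1 (0.0626) or replicate 2 (0.0609), while E78 was called without Juvenile 6d replicate 3 (0.0484), sad likewise (0.0447), and g12979.t1, which was lower, without Juvenile 6d replicate 1 (0.0333). As a set, the 12 transcripts had a median log2 fold change of 2.09 and a mean of 1.63 between Juvenile 3d and 4d. The competitive set test camera, with its preset correlation between transcripts of 0.01, gave p = 2.43e-05. With the correlation estimated from the data, 0.339, camera gave p = 0.0633, and the rotation test fry, which compares the set with no change, gave p = 0.000979.

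The neighbouring steps were tested in the same fit. Between Juvenile 2d and 3d, 5 of the 12 were already called higher, HR3 (log2 fold change 5.74, standard error 1.32, edgeR adjusted p = 0.00653), HR4 (3.32, standard error 0.50, edgeR adjusted p = 0.000741), g8354.t1 (2.23, standard error 0.61, edgeR adjusted p = 0.0156), sad (1.31, standard error 0.32, edgeR adjusted p = 0.00854) and g12979.t1 (0.92, standard error 0.23, edgeR adjusted p = 0.0106). The call for g8354.t1 was lost without Juvenile 2d replicate 2 (edgeR adjusted p = 0.0539) or 3 (0.0556) or Juvenile 3d replicate 1 (0.0919), and the number rose to 8 without Juvenile 6d replicate 2. Between Juvenile 4d and 5d, 2 of the 12 were called lower, bFtz-F1 (−3.86, standard error 0.84, edgeR adjusted p = 0.00395) and g11953.t1 (−1.01, standard error 0.29, edgeR adjusted p = 0.0204), and the latter was lost without Juvenile 4d replicate 1 (0.0985) or Juvenile 5d replicate 1 (0.0845) or 3 (0.0520). The number lower was 6 without Juvenile 6d replicate 1, 5 without Juvenile 6d replicate 3 and 4 without Juvenile 6d replicate 2 or Juvenile 7d replicate 3. With only the libraries of the 2 days compared, 9 were higher between Juvenile 2d and 3d and 8 lower between Juvenile 4d and 5d, and with DESeq2 8 and 6. Between the early days (Juvenile 2d and 3d) and the late days (Juvenile 6d and 7d), 9 of the 12 were called higher late, and 7 without Juvenile 6d replicate 3, where HR3 was among those lost (1.28, edgeR adjusted p = 0.0616, against 3.02 and 0.00817). The call for E74 (0.97, standard error 0.38, edgeR adjusted p = 0.0478) depended on the fit. Among the fits that left out a library, it held only without Juvenile 3d, 6d or 7d replicate 1. In the others the edgeR adjusted p was up to 0.165. The call was also lost with other normalization factors (RLE, edgeR adjusted p = 0.0542, and upper quartile, 0.0763) and without the filter on low counts (0.055). A term for the replicate number (0.0826) and a fit of only the early and late libraries (0.0949) removed it too. It was kept with a filter of a mean above 1 TPM, in limma on log2 TPM and with DESeq2.

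A value per library was obtained as the mean of the Z-scaled log2(TPM + 1) of the 12 transcripts. It was 1.03 ± 0.208 (SD, n = 3) at Juvenile 4d and −0.207 on average over the 15 other libraries, a difference of 1.24 (exact permutation test, two-sided, p = 0.0098 over 816 splits, with 0.00123 the smallest p possible). The lowest Juvenile 4d library, at 0.905, was above the highest of the others, Juvenile 6d replicate 3 at 0.857. Without Juvenile 4d replicate 1 the difference was 1.18 (exact permutation test, p = 0.0515).

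**Figure D3:**
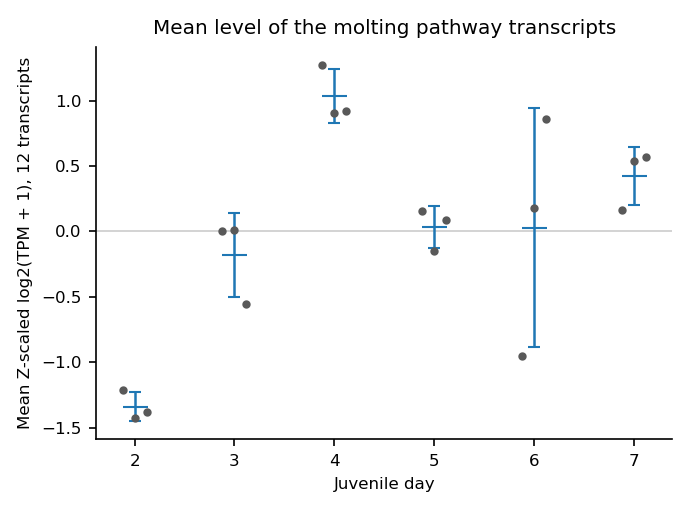
Mean of the Z-scaled log2(TPM + 1) of the 12 molting pathway transcripts (y-axis, no unit) in each library by juvenile day (x-axis). Gray points are libraries, blue dashes the mean and bars the SD of 3 libraries, and the Juvenile 4d libraries lie between 0.905 and 1.27, above each of the 15 others.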

Interestingly, these genes were not expressed prior to the initial molting around Juvenile 7d, whereas they were in *R. varieornatus* (Juvenile 4d). Lack of expression during molting in *H. exemplaris* may imply that this pathway may not participate in the *H. exemplaris* molting, but in other pathways. On the other hand, the effects of metamorphosis negative regulator juvenile hormones (JH) are well studied [22]. The downstream gene of JH signaling *Krüppel homolog-1* (*Kr-h1*) negatively regulates E75 (Li et al., 2018). Additionally, expression of *Kr-h1* inhibits ecdysone biosynthesis in prothoracic glands, where 20-E precursor ecdysone are produced. These suggests that juvenile hormones inhibit the arthropod molting pathway in both ecdysone production and signal transition. Fenoxycarb, a versatile substance that functions non-dependently against juvenile hormones that are species specific, has been used intensively as a JH analog for pathway inhibition [15, 31]. Although the conservation of signaling pathway of JH have not been identified for tardigrades, fenoxycarb functions as a JH analog for a variety of metazoan species, which implies that this may also have an effect on tardigrades. Similarly, we hypothesized that 20-E may function in tardigrades considering that the EcR/USP genes were conserved. To validate if the molting pathway regulates hatching behavior, we evaluated the effect of exposure to the ecdysteroid 20-E and juvenile hormone analog Fenoxycarb. Exposure to high concentrations of Fenoxycarb or 20-E induced un-hatched embryos, suggesting that hormone exposure may have affected embryonic development or hatching. We confirmed that the majority of the un-hatched embryos hatched after hormone removal developed claws, suggesting that exposure to 20-E and fenoxycarb regulates only hatching and not embryonic development. On the contrary, exposure of both chemicals to *R. varieornatus* did not affect hatching timing. This was not the result of the lack of expression of related genes; the expression of EcR/USP downstream genes were constitutively expressed at moderate levels in the *R. varieornatus* embryo (higher levels prior to the initial molting). These suggests that similar hatching regulation mechanisms may not be conserved in *R. varieornatus*. Additionally, previous studies have suggested that tardigrade embryos may enter a “rest state” induced by environmental perturbations [1, 2]. 

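The level before the initial molting can be set beside the paper's own embryo values in Data S2, which come from the authors' earlier libraries. Those libraries were not used here, and no test was made across the separately sequenced series. Of the genes downstream of EcR/USP, HR3 (g6536.t1) was 5.37 times as high at Juvenile 4d as the paper's mean of 108.6 TPM over Egg 2d to 5d. For bFtz-F1 (g4792.t1) the ratio was 3.92, over the paper's mean of 13.5 TPM, and for HR4 (g2273.t1) it was 1.48, over the paper's 24.1 TPM. E74 (g10224.t1) and E75 (g7221.t1) were close to the paper's embryo means of 54.7 and 21.5 TPM, with ratios of 1.25 and 1.26, and E78 (g11712.t1) was below the paper's 81.6 TPM, with a ratio of 0.83. Over the whole list of 12 molting pathway transcripts, 11 had a higher mean at Juvenile 4d than the paper's mean over Egg 2d to 5d, with ratios of up to 7.94 for sad (g2400.t1). Against each of the paper's daily means from Egg 1d to 5d, 8 of the 12 were higher. E74 at Egg 4d (90.0 TPM), E75 at Egg 3d (27.6 TPM), E78 at Egg 3d (189.4 TPM) and the EcR transcript g12979.t1 at Egg 4d (46.7 TPM) were above their Juvenile 4d means. The paper reasons that these genes are expressed in the R. varieornatus embryo, so that missing expression does not account for the unaffected hatching under 20-E and Fenoxycarb. It proposes that a hatching regulation like that of H. exemplaris may not be conserved in R. varieornatus.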

Although there have been no reports of a rest state induced in *H. exemplaris*, hatching of hatch-inhibited embryo after the removal of hormones is remarkably similar. These observations suggest that the embryo hatching process can be regulated by chemicals, both positively and negatively. The differences between the time of effects between chemicals may be due to the differences of incorporation rates or the expression of receptors. Observation of inhibition of embryo hatch in high concentration *H. exemplaris* exposure suggests that a portion of the chemicals are penetrating the eggshell, of which such concentrations do not affect development but only the hatch regulation mechanism.

Together, these findings suggest that the variation in embryo hatching may suggest an adaptation against their living habitat; xerophilic *R. varieornatus* inhabits a desiccation-prone environment, and hygrophilic *H. exemplaris* is less likely to face environmental desiccation on a regular basis. Therefore, *R. varieornatus* may possess variation in hatching timing in order to avoid loss of entire broods that faces environmental stress close to hatching, therefore hatching regulation by the molting pathway may not be required. On the contrary, *H. exemplaris* may allow for controlled hatching regulation through internal hormones to enhance proliferation by a more rapid development. However, we have yet to validate if the phenotypic changes to the embryo originates from the chemical exposure; the lack of phenotypic change in low concentration exposure in both species may be result of failure of chemicals to penetrate the eggshell or 20-E/Fenoxycarb may not be the proper chemicals to use as juvenile hormone analogs. Furthermore, our findings are based on only two species from two families, Hypsibiidae and Ramazzottiidae; molecular data on other species or families will be required to validate our hypothesis. We await further studies to confirm if these findings are general to the Tardigrada phylum.

## Conclusions

We conducted a comparative transcriptomic study using two tardigrade species to identify pathways induced for hatching regulation, and then validated whether these critical points could be interfered with by chemical exposure. We observed that the 3rd day of the embryo in *H. exemplaris* has a unique transcriptome profile compared to other stages, approximately 1 day prior to hatching, presumably for the strict control of its timing. Mirroring this observation, exposure of eggs to chemicals before the 3rd day influenced hatching only in *H. exemplaris*, which suggests that related pathways may be a critical component of *H. exemplaris* embryo hatching.

## Methods

### Tardigrade rearing and life history analysis

*R. varieornatus* was maintained using the methods previously described [18]. Briefly, individuals were placed on 2% Bacto agar (Difco) gels prepared with Volvic mineral water and fed with *Chlorella vulgaris* (Chlorella Industry). Individuals were moved to a new plate every week. The cultures were examined daily to obtain eggs and were observed every day to obtain juvenile samples for days 3–7.

*H. exemplaris* was also maintained using the same method with minor modifications (1.2% Bacto agar gel plates). For the life history analysis, 21 hatchlings were isolated from the culture plates, and were imaged every day. Body length was measured using ImageJ, and the days required for vitellogenesis, laying eggs days, and the number of eggs in each clutch were noted. Seventy-three eggs were used for hatching day observation. Standard variation was calculated for the hatching timing.

### Transcriptome sequencing and data preparation

Isolated *R. varieornatus* specimens were collected and were subjected to transcriptome sequencing using the methods previously described with three replicates [9]. In brief, specimens were thoroughly washed with Milli-Q water on a sterile nylon mesh (Millipore), and were placed in a low-binding PCR tube. Pipette tips were used to homogenize the animals and lysed with the TRIzol reagent (Life Technologies). Total RNA was extracted using a Direct-zol RNA kit (Zymo Research), and the quality was validated with High Sensitivity RNA ScreenTape on TapeStation 2200 (Aglient Technologies). The mRNA was amplified with the SMARTer Ultra Low Input RNA Kit for Sequencing v.3, and Illumina libraries were prepared with the KAPA HyperPlus Kit (KAPA Biosystems). The library was quantified using the Qubit Fluorometer (Life Technologies), and size distribution was validated with TapeStation D1000 ScreenTape (Agilent Technologies). The library was size selected for 200 bp by manually cutting out an agarose gel and was purified with a NucleoSpin Gel and PCR Clean-up kit (Clontech). The samples were sequenced using the NextSeq 500 High Output Mode 75 cycles kit (Illumina) as single end reads. Adaptor sequences were removed, and the reads were de-multiplexed using the bcl2fastq v. 2 software (Illumina). All mRNA-Seq data have been uploaded to GEO under the accession ID GSE130111.

### Informatics analysis

We previously performed time-series transcriptome analysis using the developmental stages of both *H. exemplaris* and *R. varieornatus* (Egg 1-5d), in addition to the juvenile stages of *H. exemplaris* (Juvenile 1-7d) and *R. varieornatus* (Juvenile 1d) [48]. These RNA-Seq data contained 4~17 M reads per sample. mRNA-Seq and small RNA-Seq data were downloaded from SRP098585 and SRX2495676, respectively. Sequence data were validated for sequencing quality using the FastQC software [5].

Amino acid and coding sequences and annotations for *R. varieornatus* and *H. exemplaris* were downloaded from www.ensembl.tardigrades.org [48]. Gene expression values were quantified using Kallisto v. 0.42.4 with the options: --bias -b 100 -t 31 --single -l 350 -s 50 [12]. The expression profiles were clustered by Self-Organizing Map (SOM, 2 × 3) using transcripts with an average over 1 TPM in all samples. To identify differentially expressed genes (DEGs), the RNA-Seq data were mapped to coding sequences with BWA MEM v. 0.7.12-r1039 [27], after summarizing mapped read counts with in-house Perl scripts, statistical tests were conducted with DESeq2 v. 1.8.2 [30]. Genes with BH method adjusted *p*-values ≦ 0.05 were defined as DEGs.

Query genes were obtained from UniProt KB [44], and were subjected to a BLASTP v2.2.22 [4] search against the amino acid sequences to determine tardigrade orthologs. For hormone receptor related gene identification, we screened the gene annotations for receptor genes that had Gene Ontology terms that contained “hormone”. Additionally, we obtained single embryo RNA-Seq data of *H. exemplaris* [26], and assembled a 3′ biased stranded transcriptome with Trinity v. 2.4.0 (default parameters). This transcriptome assembly was subjected to a BLASTn search against a previous assembly of the whole transcriptome of *H. exemplaris*, which then were further subjected to BLASTn searches against the coding sequences to identify the originating genes [48]. To quantify gene expression, the RNA-Seq data were mapped against the assembled 3′ biased stranded transcriptome with BWA MEM, and after summarizing mapped read counts with SAMtools idxstat v. 1.4 [28], TPM values were calculated in R.

### Chemical exposure

Fenoxycarb (Wako, Japan) and 20-Hydroxyecdysone (20-E, Tokyo Chemical Industry Co., Ltd., Japan) were used as juvenile hormone analog and ecdysone, respectively. Chemicals were eluted in 15 μL 100% Ethanol (Nacalai tesque, Japan), and were further diluted with 45 ml of Volvic water to obtain the exposure concentrations (20-E: 8.32 μM, 100 μM, Fenoxycarb: 3.3 μM, 100 μM) following previous research on *Daphnia* [10, 42]. For controls, embryos were exposed to 15 μl 100% ethanol in 45 ml Volvic solution (0.03% Ethanol) at day 0. Embryos (0–3 days after oviposition) with exuvium (*H. exemplaris*) or freely laid eggs (*R. varieornatus*) were exposed to the chemical solution in 12 well dishes, and the number of days required for the eggs to hatch was observed for 6 days after oviposition. *R. varieornatus* embryos were exposed to only low concentrations. We also exposed embryos to 100 μM of ecdysone receptor antagonist Cucurbitacin B (Tokyo Chemical Industry Co., Ltd., Japan) to assess whether inhibiting the molting pathway affected embryo hatching [45, 50]. We assayed six and three clutches for low and high concentration exposures, respectively. Three clutches were assayed for the 100 μM Cucurbitacin B treatment. For *R. varieornatus*, we assayed three clutches for both chemicals. Treated samples (including control samples) were incubated at 18 °C. Furthermore, to validate if unhatched embryos were capable of hatching, embryos were washed with Volvic water three times to remove chemicals and then cultured until hatching could be confirmed. To assess whether the unhatched embryo had completed development, the cuticle shells of embryos that did not hatch at Egg 7d were peeled off with a 26G needle and were observed with light microscopy for claw formation.

### Statistics

All statistics analysis were conducted in the R software. Standard deviation for each data are shown throughout this manuscript. Heatmaps and line plos were generated using R and ggplot2 library.

## Supplementary information

**Additional file 1:** **Figure S1.** Body length in developing individuals of *H. exemplaris.* The body length was quantified for new hatchlings and observed for 28 days.

**Additional file 2:** **Figure S2.** HOX genes were upregulated around Egg 2-3d in both species. Z-scaled TPM values of HOX genes identified in Yoshida et al. [48] were visualized as a heatmap. E: Egg, B: Juvenile, Active/Tun: Adult stages.

**Additional file 3:** **Figure S3.** Expression of HOX genes in the CEL-Seq data set. CEL-Seq reads were assembled to construct a 3′ strand biased transcriptome, used to identify HOX genes. The CEL-Seq reads were mapped against this assembly to calculate gene expression (TPM).

**Additional file 4:** **Figure S4.** Expression profiles of CAHS and SAHS orthologs. TPM values of (A) CAHS and (B) SAHS genes were plotted with standard deviation as error bars.

**Additional file 5:** **Figure S5.** Profiles of anti-oxidative stress related genes. Z-scaled TPM values of catalase (CATE), glutathione S-transferase (GST), superoxide dismutase (SOD), and Thioredoxin reductase (TRX) of both species were plotted as a heatmap.

**Additional file 6:** **Figure S6.** Duration of *H. exemplaris* embryo exposed to low concentration chemicals. Days required for hatching in embryo exposed to low concentrations. NH: Not hatched. Error bars indicates standard variation.

**Additional file 7:** **Figure S7.** Exposure to low concentration chemicals in both tardigrades. Embryo were exposed to low concentrations of Fenoxycarb and 20-E at the indicated days, and the hatching ratio was recorded. Slightly higher variation was observed in the H. exemplaris embryos, but not in *R. varieronatus.*

**Additional file 8:** **Figure S8.** Duration of *H. exemplaris* embryogenesis exposed to high-concentration chemicals. Days required for hatching in embryo exposed to high concentrations. NH: Not hatched. Error bars indicates standard variation.

**Additional file 9:** **Table S1.** Summary of RNA-Seq data.

**Additional file 10. **Expression profiles of genes in group 1 and 2 of SOM clustering in *H. exemplaris*. https://github.com/abs-yy/Yoshida_and_Sugiura_etal_2018/blob/master/Sdata_1_hypsibius_som_group1ANND2.xlsx.

**Additional file 11.** Excel file containing the expression profiles of genes focused in this analysis. https://github.com/abs-yy/Yoshida_and_Sugiura_etal_2018/blob/master/Sdata_2_geneexpression.xlsx.

**Additional file 12.** Annotations of genes overlapping piRNA loci predicted in both PILFER and proTRAC. https://github.com/abs-yy/Yoshida_and_Sugiura_etal_2018/blob/master/piRNA_clusters_intersect_geneAnnotations.txt.

**Additional file 14.** Additional text on the analysis pf piRNA genes and anhydrobiosis related genes.

## Data Availability

All mRNA-Seq data have been uploaded to GEO under the accession ID GSE130111.

## Abbreviations

20-E: 20-Hydroxyecdysone
ANOVA: Analysis of Variance
EcR: Ecdysone receptor
hpl: hours post laying
JH: Juvenile hormones
Kr-h1: Krüppel homolog-1
SD: Standard deviation
SEM: Scanning Electron Microscope
SOM: Self-organizing map
Tukey HSD: Tukey Honestly Significant Difference
USP: Ultraspiracle

# Supplementary material for: Comparison of the transcriptomes of two tardigrades with different hatching coordination
**Source:** BMC Dev Biol. 2019 Dec 9;19:24. doi: 10.1186/s12861-019-0205-9
**Supplement:** Supplementary file 14 — Additional file 14. Additional text on the analysis pf piRNA genes and anhydrobiosis related genes.

1. **piRNA genes**

To identify piRNA clusters, we used our previously sequenced small RNA-Seq data (Yoshida et al., 2017). Sequenced reads were mapped to known non-coding RNA sequences of *H. exemplaris* (tRNA, rRNA, miRNA from Yoshida et al. (2017)), and reads that were not mapped were used as follows. After removal of redundant and low-complexity reads using scripts from proTRAC (Rosenkranz and Zischler, 2012), we mapped the remaining reads to piRBase (Wang et al., 2019) to identify piRNA sequences from *C. elegans* and *D. melanogaster*. The reads that did not map to piRBase were further mapped to the *H. exemplaris* genome, and proTRAC v. 2.4.2 and PILFER (downloaded at 2018.11.05) were used for piRNA cluster identification (Ray and Pandey, 2018; Rosenkranz and Zischler, 2012). File conversion was conducted using BEDtools v. 2.25.0, SAMtools and G-language Genome Analysis Environment v 1.9.1 (Arakawa et al., 2010; Arakawa et al., 2003; Arakawa and Tomita, 2006; Li et al., 2009; Quinlan and Hall, 2010), and read mapping was conducted using Bowtie2 v. 2.2.9 (Langmead and Salzberg, 2012).

We observed that the expression of small RNA-related genes (Argonaute, OQV17169.1/ OQV21162.1, g3665.t1) was induced at the developmental stages, which supports the implication of piRNA existence suggested in previous studies. We used our previously sequenced small RNA-Seq data and observed that 1.5M reads mapped to the *H. exemplaris* genome, but only 27K reads to known piRNA sequences from *C. elegans* and *D. melanogaster* in piRbase. Using these piRNA candidates, PILFER and proTRAC, predicted 894 and 187 piRNA clusters, respectively (Yoshida et al. 2019). We designated the 201 regions that were identified in both methods as putative piRNA clusters in *H. exemplaris*, which overlapped with 490 genes (504 transcripts), of which 385 transcripts were hypothetical genes (Yoshida et al. 2019, **Supplementary Data S3**).

Using our previously sequenced *H. exemplaris* small RNA-Seq data　(Yoshida et al., 2017), we predicted piRNA clusters in the *H. exemplaris* genome, consistent with previous studies (Sarkies et al., 2015). Most of these piRNA clusters showed no homology with *D. melanogaster* nor *C. elegans* piRNAs, suggesting most of these piRNAs may have been acquired after divergence from the common ancestors of Arthropoda and Nematoda.

1. **Anhydrobiosis related genes**

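CAHS and SAHS are families of heat-soluble proteins of tardigrades, of which Data S2 lists 15 and 13 transcripts in R. varieornatus. In the juvenile libraries, 12 of the 15 CAHS transcripts and 10 of the 13 SAHS transcripts were above 1 TPM in every one of the 18 libraries. A single CAHS transcript was not above 1 TPM in any of them. All 28 transcripts had whole estimated counts, so no division of reads with similar copies was seen. The most abundant CAHS transcript, g3884.t1, had a mean of 8167 TPM over the 18 libraries, with daily means from 1711 ± 957.3 TPM (SD, n = 3) at Juvenile 4d to 12690 ± 3046 at Juvenile 6d. The most abundant SAHS transcripts were g1671.t1, with a mean of 14970 TPM over the 18 libraries, and g1676.t1, with 11890 TPM.

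Of the transcripts tested, 10 of 12 CAHS and 7 of 10 SAHS transcripts differed over the 6 days (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Between Juvenile 2d and 3d on the one side and Juvenile 6d and 7d on the other, 2 CAHS transcripts were higher and 4 lower on the later days, and 2 SAHS transcripts were higher and 1 lower. The largest called CAHS changes were those of g612.t1, with a log2 fold change of −3.85 (standard error 1.06, edgeR adjusted p = 0.00858), and g5971.t1, with −2.72 (standard error 0.57, edgeR adjusted p = 0.00191). The Juvenile 6d libraries ranged from 21.6 to 4167 TPM for g612.t1, and its log2 fold change was −6.54 without Juvenile 6d replicate 1 (edgeR adjusted p = 1.21e-05), while DESeq2 gave no adjusted p for it. For SAHS they were g1677.t1, with 1.07 (standard error 0.26, edgeR adjusted p = 0.00392), and g1672.t1, with −1.07 (standard error 0.30, edgeR adjusted p = 0.00952). The change of g1676.t1 was 0.70 (standard error 0.21, edgeR adjusted p = 0.0145). Neither g3884.t1 (−0.07, standard error 0.30, edgeR adjusted p = 0.880) nor g1671.t1 (−0.46, standard error 0.30, edgeR adjusted p = 0.226) was called, although g1671.t1 was called without Juvenile 6d replicate 1 (−0.79, edgeR adjusted p = 0.0145). The direction for g3884.t1 turned positive without Juvenile 3d replicate 3 (0.02), Juvenile 6d replicate 3 (0.02), Juvenile 7d replicate 1 (0.02) or Juvenile 7d replicate 2 (0.05), and in limma on log2 TPM (0.14).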

We observed that several copies of CAHS and SAHS genes were expressed exclusively in the developmental stages (**Supplementary Figure S4AB**, **Supplementary Table S2**). Additionally, we have found that the anti-oxidative stress-related thioredoxin was also induced in Egg 3d in both species (**Supplementary Figure S5**). In comparison, glutathione S-transferase and superoxide dismutase were most expressed during the early juvenile stages, and catalase at late juvenile to adult stages.

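Within the juvenile stages, the summed TPM of each family was compared between the 6 libraries of Juvenile 2d and 3d and the 6 libraries of Juvenile 6d and 7d. The permutation tests count libraries of the same day as separate samples, although the days within a group may differ. The 21 GST transcripts summed to 8570 ± 2126 TPM (SD, n = 6) on the early days and 5402 ± 1324 on the late days, a log2 difference of −0.66 (exact permutation test, two-sided, p = 0.0108, Benjamini-Hochberg adjusted over the 3 families 0.0162). In 5 of the 6 late libraries the sum was below that of each early library. The mean GST sum differed between the early days, with 10470 TPM at Juvenile 2d and 6670 at Juvenile 3d. It was 5938 TPM at Juvenile 6d and 4866 at Juvenile 7d. For SOD the early days were closer, with 8279 and 7919 TPM. The 17 SOD transcripts summed to 8099 ± 576 TPM early and 4217 ± 1357 late, a log2 difference of −0.99 (exact permutation test, n = 6 against 6, p = 0.00216, the smallest possible with 924 splits, adjusted 0.00648), and 6 of the 6 late libraries were below each early library. The 3 catalase transcripts summed to 147.2 ± 9.91 TPM early and 159.0 ± 6.76 late, a log2 difference of 0.11 (exact permutation test, n = 6 against 6, p = 0.0433, adjusted 0.0433), with 3 of the 6 late libraries above each early library. This small catalase difference was not past 0.05 in 7 of the 12 fits that left out 1 of these libraries, those without Juvenile 2d replicates 1, 2 or 3, Juvenile 3d replicate 2, Juvenile 6d replicates 1 or 3 and Juvenile 7d replicate 3, with an exact p between 0.0649 and 0.0866. It changed sign to −0.14 (exact permutation test, p = 0.193) when CPM with TMM factors replaced TPM.

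By highest daily mean, 14 of the 21 GST transcripts peaked at Juvenile 2d and 1 at Juvenile 3d, and 7 and 4 of the 17 SOD transcripts did so. The catalase transcripts peaked at Juvenile 2d (g4317.t1), Juvenile 4d (g3478.t1) and Juvenile 7d (g5941.t1). Per transcript, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all transcripts called 12 GST transcripts lower and 1 higher on the late days among 20 tested, and 14 lower and 1 higher when adjusted over the list alone. For SOD, 9 were lower and 1 higher among 17 tested, with the same numbers adjusted over the list alone. The study displays these lists on these libraries, so the counts over the lists are not independent evidence. The set test camera with its preset correlation gave p = 8.17e-06 for GST and 0.000303 for SOD. With the correlations estimated from the data, 0.266 and 0.344, camera gave 0.0711 and 0.153, while fry gave 8.43e-05 and 0.000942.

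The most abundant GST transcript, g4017.t1, made up 36.0% of the family's TPM and had a log2 fold change of −0.53 (standard error 0.19, edgeR adjusted p = 0.0360). Its call was lost in 8 of the 18 fits that left out a library, those without Juvenile 2d replicates 2 or 3, Juvenile 3d replicates 1 or 3, Juvenile 6d replicates 2 or 3 and Juvenile 7d replicates 2 or 3, where the edgeR adjusted p lay between 0.0539 and 0.0873. It was also lost with a term for the replicate number (edgeR adjusted p = 0.0561) and in limma on log2 TPM with 1 or 0.1 added (−0.29 in both, adjusted p by the Benjamini-Hochberg method 0.0874 and 0.0849). The next, g2973.t1, had −1.89 (standard error 0.32, edgeR adjusted p = 0.000540). The largest called GST changes were −2.51 for g6233.t1 (standard error 0.48, edgeR adjusted p = 0.00114) and −2.05 for g4663.t1 (standard error 0.68, edgeR adjusted p = 0.0239), and the latter was lost without Juvenile 6d replicate 2 (0.0527) and with only the early and late libraries in the fit (0.0590), while DESeq2 gave no adjusted p for it. Without Juvenile 6d replicate 1 the change of g4663.t1 was −3.41 (edgeR adjusted p = 7.76e-05), and its Juvenile 6d libraries ranged from 17.8 to 597.3 TPM. Of the SOD transcripts, g11594.t1 was the most abundant (−0.44, standard error 0.23, edgeR adjusted p = 0.130) and was called only without Juvenile 6d replicate 1 (−0.69, edgeR adjusted p = 0.00629), and g456.t1 had −1.93 (standard error 0.31, edgeR adjusted p = 0.000442). The SOD transcript g4645.t1 rose by 4.69 (standard error 1.59, edgeR adjusted p = 0.0260), a call that was lost without Juvenile 2d replicate 1 (0.0550), 2 (0.0584) or 3 (0.0616), Juvenile 6d replicate 2 (0.0805) or Juvenile 7d replicate 3 (0.445, with a change of 2.16). That call was also lost with only the early and late libraries in the fit (edgeR adjusted p = 0.0626) and in limma on log2 TPM with 1 or 0.1 added, where the change was 1.95 and 2.98 (adjusted p by the Benjamini-Hochberg method 0.129 and 0.0999). Reads were divided with similar transcripts in at least 1 library for 2 GST and 6 SOD transcripts, among them g11594.t1 in 3 libraries, so their separate values are less certain.

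Among the catalases, g5941.t1 was higher on the late days by 4.20 (standard error 0.67, edgeR adjusted p = 0.000397). Much of this rests on its low mean of 0.162 TPM at Juvenile 2d. From Juvenile 2d to 3d alone it rose by 5.70 (standard error 1.09, edgeR adjusted p = 0.00234). Its mean was 11.4 TPM at Juvenile 3d, 19.8 at Juvenile 6d, with libraries from 0.554 to 40.2, and 57.6 at Juvenile 7d. The transcript g4317.t1 was lower with −0.68 (standard error 0.21, edgeR adjusted p = 0.0147), and g3478.t1 did not differ beyond the spread (−0.02, standard error 0.13, edgeR adjusted p = 0.928). The sign of g3478.t1 changed without Juvenile 6d replicate 2 (0.07) or Juvenile 7d replicate 3 (0.01) and in limma on log2 TPM (0.23 and 0.24 with 1 and 0.1 added).

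**Figure D4:**
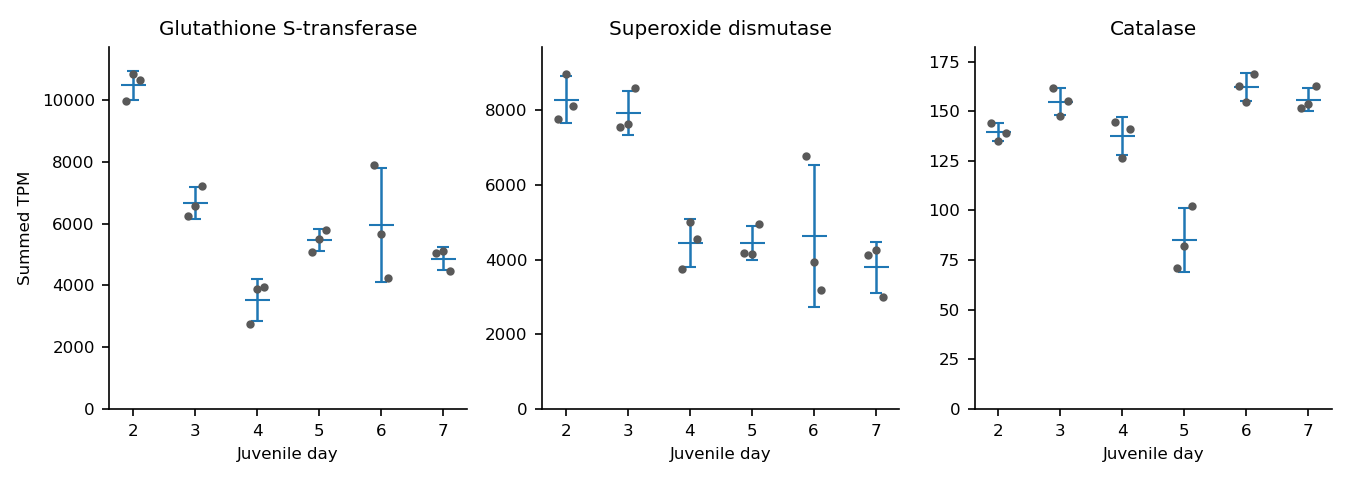
Summed TPM (y-axes, linear, from 0) of the 21 GST, 17 SOD and 3 catalase transcripts of R. varieornatus by juvenile day (x-axes). Gray points are libraries, blue dashes the mean and bars the SD of 3 libraries, and from Juvenile 2d and 3d to 6d and 7d the log2 difference is −0.66 for GST, −0.99 for SOD and 0.11 for catalase, which is −0.14 in CPM with TMM factors.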

Tardigrades are famous for their tolerance capabilities, such as desiccation tolerance (Keilin, 1959). Although we found several CAHS and SAHS orthologs to have relatively high expression during the embryonic stages in both species (Yamaguchi et al., 2012), we found one SAHS ortholog that showed particularly high expression in both embryonic stages, suggesting that the regulation of an embryo-specific ortholog may be conserved between Hypsibiidae and Ramazzottiidae. Along with the expression profiles of antioxidative genes, these data suggest the fundamental anhydrobiosis mechanism during the embryonic stages in Hypsibiidae and Ramazzottiidae. Additional analysis of the developmental stages in *Milnesium inceptum*, a terrestrial species capable of anhydrobiosis in the embryonic stages (Schill and Fritz, 2008), may further support our findings.

Arakawa, K., Kido, N., Oshita, K., Tomita, M., 2010. G-language genome analysis environment with REST and SOAP web service interfaces. Nucleic Acids Res 38, W700-705.

Arakawa, K., Mori, K., Ikeda, K., Matsuzaki, T., Kobayashi, Y., Tomita, M., 2003. G-language Genome Analysis Environment: a workbench for nucleotide sequence data mining. Bioinformatics 19, 305-306.

Arakawa, K., Tomita, M., 2006. G-language system as a platform for large-scale analysis of high-throughput omics data. J. Pestic. Sci. 31, 282-288.

Langmead B, Salzberg SL. Fast gapped-read alignment with bowtie 2. Nat Methods. 2012;9:357–9.

Quinlan, A.R., Hall, I.M., 2010. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26, 841-842.

Ray, R., Pandey, P., 2018. piRNA analysis framework from small RNA-Seq data by a novel cluster prediction tool - PILFER. Genomics 110, 355-365.

Rosenkranz, D., Zischler, H., 2012. proTRAC--a software for probabilistic piRNA cluster detection, visualization and analysis. BMC Bioinformatics 13, 5.

Sarkies, P., Selkirk, M.E., Jones, J.T., Blok, V., Boothby, T., Goldstein, B., Hanelt, B., Ardila-Garcia, A., Fast, N.M., Schiffer, P.M., Kraus, C., Taylor, M.J., Koutsovoulos, G., Blaxter, M.L., Miska, E.A., 2015. Ancient and novel small RNA pathways compensate for the loss of piRNAs in multiple independent nematode lineages. PLoS Biol 13, e1002061.

Schill, R.O., Fritz, G.B., 2008. Desiccation tolerance in embryonic stages of the tardigrade. Journal of Zoology 276, 103-107.

Wang, J., Zhang, P., Lu, Y., Li, Y., Zheng, Y., Kan, Y., Chen, R., He, S., 2019. piRBase: a comprehensive database of piRNA sequences. Nucleic Acids Res 47, D175-D180.

How the deposited data were processed for this re-analysis (not part of the article)

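The 18 libraries analysed were the juvenile RNA-Seq libraries of R. varieornatus that the study added, 3 for each of the days Juvenile 2d to 7d. Days and replicates were taken from the sample labels and from Table S1, which list the same 18 libraries. The methods give days 3–7 for the collection of juveniles, and the labelled days were used throughout. The embryo, Juvenile 1d and adult libraries of R. varieornatus and the H. exemplaris libraries were not used here.

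The authors quantified the single-end reads with kallisto on the predicted coding sequences and deposited, for each library, the estimated counts of each transcript without normalization. In the deposited files between 91.8% and 94.0% of the estimated counts of a library, counts of 0 included, are whole numbers. A count that is not whole shows that reads were divided between similar transcripts. The authors also deposited TPM values, which kallisto computed from the estimated counts and effective lengths with its sequence bias correction, both for each library and as a matrix of the 18 libraries. The matrix and the library files hold the same TPM values, with a largest difference of 0. Of the sequence lengths, 99.6% are multiples of 3, so these are coding lengths without untranslated regions. The TPM values were also checked against the paper's own juvenile values in Data S2, and for 113 transcripts and 2034 values the largest difference was 0. All columns could be assigned to a sample, and no pair of libraries held the same values.

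Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr by day with its minimum count of 10, TMM normalization, quasi-likelihood fit and F test), with the day as the only term and all 18 libraries in the fit. The common dispersion was 0.112. Standard errors were taken as the absolute log2 fold change divided by the square root of F. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p of up to 0.05 was called. The comparisons were Juvenile 4d against 3d, each other step between successive days, Juvenile 4d against the mean of the other 5 days, the mean of Juvenile 6d and 7d against that of Juvenile 2d and 3d, and a test of any difference over the 6 days. DESeq2 1.42.0 and limma 3.58.1 were run as alternatives, and the set tests were camera and fry of limma. Levels, correlations, family sums, the mean Z-scaled level of the molting pathway and the exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The peak tally counts the members whose highest daily mean fell on Juvenile 2d or 3d for GST and SOD and on Juvenile 6d or 7d for catalase, the stages that the supplementary text names.

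The tests were tried on simulated counts for 10436 transcripts, drawn from a negative binomial distribution with the totals of the real libraries. Each transcript had its mean over the 18 libraries and the same dispersion on every day. The wider spread at Juvenile 6d and 7d was therefore not simulated, and the shares of false calls do not cover it. Of the transcripts, 200 were changed by 2 on the log2 scale at Juvenile 4d and 200 others at Juvenile 6d and 7d. Transcripts changed at Juvenile 6d and 7d did not count as false for Juvenile 4d against the other days, because these days are part of that comparison. For Juvenile 4d against 3d, edgeR recovered 76% of the changed transcripts and 3.8% of its 158 calls were false. In the same simulated comparison limma, run there on log2 CPM instead of TPM, recovered 74.5% with 3.9% of 155 calls false. DESeq2 recovered 80% with 16.7% of 192 calls false. For Juvenile 4d against the other days edgeR recovered 84% with 6.9% of its 259 calls false, for the late against the early days 85.5% with 2.3% of 175 false, and for any difference over the days 77.5% of 400 changed transcripts with 4.9% of 326 false. Between days simulated without a change edgeR made 0 calls, for Juvenile 3d against 2d and for Juvenile 7d against 6d.

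The depth limits what a library can show: a count of 0 allows up to 3 counts, and these limits cover counting error only, since reads without molecular identifiers are not independent molecules. The share of sequenced reads in the estimated counts was lowest in Juvenile 7d replicate 3, at 8.48%, and highest in Juvenile 6d replicate 1, at 30.85%, with the read numbers taken from the paper's Table S1.

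The study's lists were taken from Fig. 3 and Data S2: 12 molting pathway, 21 GST, 17 SOD, 3 catalase, 14 thioredoxin, 15 CAHS, 13 SAHS, 8 HOX and 7 argonaute transcripts, and 1 transcript each of Dsup, LEAM and MAHS. Names are those that the paper pairs with the transcript identifiers. The reference table of gene names held no match for them, so no genome positions are given. Transcripts named one by one were all 12 of Fig. 3, the 3 catalases, the argonaute g3665.t1, the HOX transcripts and, in each of GST, SOD, CAHS and SAHS, the 2 with the highest mean TPM and the 2 with the largest called change between the early and the late days. Outside the lists, the 2 risen and the 2 fallen transcripts with the largest called change between Juvenile 3d and 4d were named, among those with a mean of at least 10 CPM and no overlap between the libraries of the days. The paper's values for the listed transcripts had been seen when this rule was written. The comparisons, their tests, the naming rule and the alternatives were chosen before the data were examined, apart from a fit of Juvenile 2d to 5d alone, which was added after the spread within Juvenile 6d and 7d was seen. The tests of technical explanations were chosen later, and the closing section names those chosen after their result was seen. For the tests of depth, counts were drawn at random from each library down to the smallest total (thinned). For the test of coding length, a smooth trend with length was fitted in each library to the log2 CPM relative to the mean of the libraries and entered the edgeR fit as an offset. The direction counted in the peak tally was also set later, when it was computed.

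The alternatives were other normalization factors (RLE and upper quartile), other filters on low counts (none, or a mean above 1 TPM), isoforms summed to the gene, the replicate number as a block, only the libraries of the groups compared, DESeq2, limma on log2 TPM with 1 or 0.1 added, other pseudocounts and scales for correlations and sums, Spearman's rho, and each of the 18 libraries left out in turn. Other splits of the libraries were counted for each comparison, all 10 for 3 against 3 libraries and 100 drawn with a fixed seed otherwise.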

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

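The tests of isoforms, of a correction for coding length, of a mislabelled library and of a library of other days under a Juvenile 6d label were chosen only after the result was seen.

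A single library lay far from the others of its group in the summed SOD level. In Juvenile 6d replicate 1 the 17 SOD transcripts summed to 6785 TPM, against 3012 to 4263 TPM in the other 5 libraries of Juvenile 6d and 7d, and the lowest library of Juvenile 2d and 3d had 7537 TPM. The gap to the nearest of the others was 0.669 of the range of the 6 libraries, above the critical value of Dixon's test. Of the 6 groups of libraries tested in this way, 1 was above it, and chance alone gives about 1 in 20. The GST sum of the same late libraries had a gap of 0.610, below the critical value. Depth as the whole cause is argued against, since the gap was 0.738 in CPM with every library thinned to the smallest total count, against 0.736 in CPM before thinning. Without the 10 largest transcripts of each library it was 0.668, which argues against a few dominant transcripts, and over the 11 SOD transcripts with whole estimated counts it was 0.739, which argues against reads shared between similar transcripts. A library of Juvenile 2d to 5d under a Juvenile 6d label is argued against by its mean r of 0.931 with Juvenile 2d, its highest with any of these days, because every replicate pair within Juvenile 2d to 5d reached at least 0.960. A library that mixes animals of different stages, or animals of slower development, stays open and was not tested, and so does contamination with reads of another organism. The design names no condition that separates this library from its replicates, so no biological explanation was tested.

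Outside the 113 transcripts of the study's lists, 1282 transcripts were called between Juvenile 3d and 4d by edgeR with Benjamini-Hochberg adjustment, 739 higher and 543 lower at Juvenile 4d, a step for which the paper reports no calls. Over all transcripts, lists included, the number of calls depended on single libraries, with 490 without Juvenile 3d replicate 3, 534 without Juvenile 4d replicate 1, 851 without Juvenile 3d replicate 2 and 2265 without Juvenile 6d replicate 1, against 1308 with all 18. DESeq2 called 1735, of which 1289 were shared with edgeR. In simulated counts, which had the same dispersion on every day, DESeq2 had the larger share of false calls. The real split of the 6 libraries gave the largest count, 1 of 10 splits, but with 10 splits the share cannot go under 0.1, so chance cannot be excluded in this way.

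The named risen transcripts were g2699.t1, from 0.365 ± 0.499 TPM at Juvenile 3d to 83.4 ± 24.4 at Juvenile 4d (SD, n = 3, log2 fold change 7.68, standard error 1.84, edgeR adjusted p = 0.0139), and g7361.t1, from 2.72 ± 3.99 to 197.2 ± 44.0 TPM (6.03, standard error 1.76, edgeR adjusted p = 0.0356). The named fallen transcripts were g3812.t1, from 101.9 ± 17.2 to 6.36 ± 4.01 TPM (−4.18, standard error 0.88, edgeR adjusted p = 0.00674), and g2516.t1. The latter had 383 counts over the Juvenile 3d libraries and 3 over the Juvenile 4d libraries, a ratio of 112 relative to the totals with an exact 95% counting interval from 37.9 to 544 that covers counting error only (edgeR adjusted p = 0.00559). Its estimated counts were not whole in 17 libraries, so part of its reads was divided with other transcripts. With each of the 18 libraries left out in turn, the fallen transcripts were called in all 18 fits, while both risen calls depended on single libraries. The call for g2699.t1 was lost without Juvenile 3d replicate 1 (edgeR adjusted p = 0.0557) or replicate 3 (0.0801), and over all its alternatives the adjusted p lay between 8.34e-05 and 0.0801. The call for g7361.t1 was lost in 7 fits, those without Juvenile 2d replicate 2 (edgeR adjusted p = 0.0506) or 3 (0.0501), Juvenile 3d replicate 1 (0.113) or 3 (0.154) and Juvenile 4d replicate 1 (0.0825), 2 (0.0564) or 3 (0.0602), with a range from 0.00023 to 0.154 over its alternatives. No name or position is paired with these 4 identifiers in the sources used here.

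Several technical explanations for these calls outside the lists were tested. With every library thinned to the smallest total count, 72.1% of the 1282 calls were shared, which argues against depth as the whole cause. Without the 10 largest transcripts of each library, 36 transcripts in all, 96.9% of the calls that were left to test were shared. With each library corrected for its own trend with coding length, which moved the log2 fold change of the transcripts not called by a median of 0.0326 and by up to 0.193, 96.4% of the calls were shared, which argues against such a trend as the whole cause. Of the calls, 3.8% lay in genes with more than 1 transcript, against 7.6% of the transcripts tested, and with isoforms summed 79.1% of the 43 genes concerned were called again. Of the called transcripts, 92.4% had whole estimated counts in all 18 libraries, against 88.5% of those tested, so neither counts moved between isoforms nor reads shared between similar transcripts account for most calls. Each of the 6 libraries, 6 of 6, had its nearest library within its own day, which argues against a mislabelled library. GC content and reads of another organism were not tested. The stage itself, Juvenile 3d or 4d, is the difference the design names and stays open as an untested explanation.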

How the results depend on the processing

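The fit of Juvenile 2d to 5d alone was chosen only after the result was seen.

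Of the comparisons of each main result with an alternative other than leaving out a single library, 189 kept direction and side of the threshold, 11 moved, 4 were no longer past the threshold and 1 had the opposite sign. With a library left out, 457 were unchanged, 21 moved and 8 were no longer past the threshold. For most named transcripts these numbers were 386 unchanged, 8 newly past the threshold, 7 no longer past it and 6 with the opposite sign. With a library left out they were 758, 9, 35 and 8. The molting pathway transcripts entered these numbers with Juvenile 4d against 3d and against the other days only. Their other comparisons and the HOX and argonaute transcripts were not counted. Among those, E74 and Hox7 lost calls between early and late days in some settings. Isoforms summed to the gene gave no value for single transcripts. The molting pathway set test stayed between 5.85e-06 and 0.000325 over 9 alternatives with the preset correlation, and the number of its members called at Juvenile 4d against 3d between 6 and 9.

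Fitting only the 2 groups compared gave 3006 calls for Juvenile 4d against 3d, 4630 for 3d against 2d and 10 for 6d against 5d, since each pair of days then has its own estimate of the spread. The fit of Juvenile 2d to 5d alone gave 3392, 4556 and 4496 calls for the steps into Juvenile 4d, 3d and 5d. For Juvenile 6d against 5d limma on log2 TPM called 570 with 1 added and 495 with 0.1 added, and for Juvenile 7d against 6d DESeq2 called 55 where edgeR called 0. The cause was not tested for these limma and DESeq2 values. The lowest r of a replicate pair was 0.904 over all transcripts, many of them near 0 TPM in both libraries, and 0.788 on the linear scale. Juvenile 2d alone against 7d alone gave log2 differences of −1.107 for GST, −1.138 for SOD and 0.158 for catalase, each with an exact p of 0.1, the smallest possible for 3 against 3 libraries, which says nothing about stability. The catalase sum was 0.313 as the mean of Z-scaled values (exact permutation test, p = 0.132) and −0.144 in CPM with TMM factors (exact permutation test, p = 0.193), and the cause was not tested. In limma on log2 TPM with 1 and 0.1 added, E78 (g11712.t1) changed by 0.049 in both between Juvenile 3d and 4d, the catalase g3478.t1 by 0.230 and 0.236 and the CAHS transcript g3884.t1 by 0.135 in both between early and late days, each against a small negative value in edgeR, and the cause was not tested.

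With each library left out in turn, the calls ranged from 490 to 2265 for Juvenile 4d against 3d, 1665 to 3656 for 3d against 2d, 1640 to 3497 for 5d against 4d, 253 to 2809 for 6d against 5d, 0 to 446 for 7d against 6d and 2084 to 4083 for Juvenile 4d against the other days. The molting pathway transcripts called at Juvenile 4d against 3d ranged from 2 without Juvenile 3d replicate 3 to 8 without Juvenile 6d replicate 1. The mean Z-scaled level of the molting pathway differed by 1.179 (without Juvenile 4d replicate 1, exact permutation test, p = 0.0515) to 1.319. The catalase sum differed by 0.088 to 0.139 and was not past 0.05 without Juvenile 2d replicate 1, 2 or 3, Juvenile 3d replicate 2, Juvenile 6d replicate 1 or 3 or Juvenile 7d replicate 3, and the catalase transcripts with their peak on Juvenile 6d or 7d numbered 1 to 2. E78 (g11712.t1) ranged from −0.382 to 0.242, g3478.t1 from −0.110 to 0.069 and g3884.t1 from −0.331 to 0.051.

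The share of calls that were higher moved by over 10 percentage points in some settings. It was 46.0% with RLE factors against 56.8% for Juvenile 6d against 5d, and 48.7% with upper quartile factors against 59.1% for the late against the early days. With only the 2 groups compared it was 30.0% for 6d against 5d, of 10 calls. In limma on log2 TPM with 1 added it was 75.6% against 54.3% for Juvenile 3d against 2d, 38.8% against 52.2% for 5d against 4d, 44.0% against 56.8% for 6d against 5d, 66.2% against 52.6% for Juvenile 4d against the other days and 72.2% against 59.1% for late against early days. With 0.1 added it was 76.9%, 41.4%, 65.5% and 72.9% for the 3d, 5d, Juvenile 4d and late comparisons. With a library left out, it was 64.4% for 3d against 2d without Juvenile 3d replicate 1, 65.9% for 5d against 4d without Juvenile 5d replicate 2, and for 6d against 5d 36.0% and 46.7% without Juvenile 5d replicates 2 and 3 and 43.5% without Juvenile 6d replicate 3.

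The groups share replicate numbers 1 to 3. Deviations of same-numbered libraries from their day means had a median r of −0.035, with 6 of 45 pairs over 0.1, so the numbers do not pair the libraries. With the replicate block, the calls were 6548 for any difference over the days, 1075 for Juvenile 4d against 3d, 2402 for 3d against 2d, 2305 for 5d against 4d, 667 for 6d against 5d, 0 for 7d against 6d (edgeR), 3185 for Juvenile 4d against the other days and 4567 for late against early days. Under the replicate block 6 and 8 molting pathway transcripts were called at Juvenile 4d, against 3d and against the other days, and 11 GST, 8 SOD and 2 catalase transcripts were called between early and late days. The GST transcript g4017.t1 lost its call under the block (edgeR adjusted p = 0.0561, between 0.00416 and 0.0874 over its alternatives). So did the molting pathway transcript E74 (g10224.t1) between early and late days (edgeR adjusted p = 0.0826).

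Depth limits the levels of rare transcripts most in Juvenile 7d replicate 3, where a count of 0 allows up to 2.40 CPM.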

Differences from the paper's values

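No value in this part comes from a test chosen only after the result was seen.

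The median share of reads assigned in the 18 juvenile libraries was 26.62%, as the total of the estimated counts over the paper's number of reads. The paper's mapping ratio in Table S1 has a median of 42.88% over the same libraries, expressed here as a percentage. The paper's percentage was between 1.58 and 1.67 times the value here in each of the 18 libraries. No alternative set before the data were examined brings the values together: with each library left out in turn the median stayed between 26.20% and 27.04%. The other alternatives do not change this share and were not applied to it. The table does not say to which sequences, or with which program, the mapping ratio refers. The methods describe a mapping to coding sequences with BWA MEM, and do not say whether the ratio comes from it.

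The supplementary text places the highest expression of catalase at late juvenile to adult stages. Within the juvenile libraries, 1 of the 3 catalase transcripts (g5941.t1) had its highest mean on Juvenile 6d or 7d, and the number was 2 without Juvenile 6d replicate 3. The other catalase transcripts peaked at Juvenile 2d (g4317.t1) and Juvenile 4d (g3478.t1). The summed TPM goes with the paper's statement, at 159.0 late against 147.2 early, but has the opposite sign in CPM with TMM factors. The adult libraries were not used here, but the paper's own adult means in Data S2 go with its statement for the sum in active adults and for g4317.t1. The sum is 187.7 TPM in active and 158.4 TPM in tun adults, against daily means of up to 162.1 TPM at Juvenile 6d, and g4317.t1 has 149.2 and 127.9 TPM, against 111.8 TPM at Juvenile 2d. The other 2 are lower in these adults (19.7 and 21.2 TPM for g3478.t1, 18.8 and 9.27 TPM for g5941.t1) than on their highest juvenile day (67.3 and 57.6 TPM).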

Other observations

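The tests of labels exchanged between Juvenile 6d and 7d, of a wrong label on 1 library of each of these days, of a mislabelled Juvenile 7d library and of recurring changes were chosen only after the result was seen, and the rule for the last was made stricter after its value was known.

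Over the 6 juvenile days, 6929 of the 10436 transcripts tested differed on some day (edgeR, Benjamini-Hochberg adjusted). Juvenile 3d against 2d had 2694 calls, 1464 higher and 1230 lower, and Juvenile 5d against 4d had 2591, 1353 higher and 1238 lower, while Juvenile 6d against 5d had 901, 512 higher and 389 lower. Between Juvenile 7d and 6d edgeR called 0, with 1059 transcripts at an unadjusted p under 0.05, and DESeq2 called 55. Single libraries moved these counts. For Juvenile 3d against 2d the count was 1731 without Juvenile 2d replicate 2, 1687 without Juvenile 2d replicate 3, 1665 without Juvenile 3d replicate 1 and 1676 without Juvenile 3d replicate 2. For Juvenile 5d against 4d it was 1640 without Juvenile 5d replicate 2. For Juvenile 6d against 5d it was 253, 289 and 595 without Juvenile 5d replicates 1, 2 and 3, 395 without Juvenile 6d replicate 2, 2809 without Juvenile 6d replicate 1 and 1574 without Juvenile 7d replicate 3. For Juvenile 7d against 6d it was 446 without Juvenile 6d replicate 3 and 47 without Juvenile 7d replicate 3. Juvenile 4d against the other days had 3384 calls, 2084 without Juvenile 4d replicate 1, and the late against the early days had 4806.

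Other splits of the same libraries were counted for each comparison. In the steps into Juvenile 3d, 4d, 5d and 6d the real split gave the largest count of calls, 1 of 10 splits, and so did the number of molting pathway transcripts called and their set test between Juvenile 3d and 4d, 1 of 10 splits each. The largest count of another split was 0 for the steps into Juvenile 3d, 4d and 5d and 510 for the step into Juvenile 6d. Between Juvenile 7d and 6d the count was 0, so that 10 of 10 splits gave a count at least as large whatever their values, and another split of the same 6 libraries gave 1943. With 10 splits the share is never under 0.1, so chance cannot be excluded for these steps by splits alone. Among 100 splits over the 18 libraries, only the real one reached the count of any difference over the days (1 of 100). The same held for Juvenile 4d against the other days (1 of 100) and for the molting pathway transcripts called there (1 of 100). The other splits mixed libraries of different days within a group, so they argue only against libraries that do not differ by day. They cannot tell whether Juvenile 4d or the molting pathway list stands apart. Among 100 splits of the 12 early and late libraries, only the real one reached the count of all calls (1 of 100). It was also the only one to reach the called GST, SOD and catalase transcripts (1 of 100 each). These splits mixed days in the same way, so they do not single out these families. For the set tests, 8 of 100 splits gave as small a p for GST and 6 of 100 for SOD, so chance cannot be excluded for these set tests.

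Replicates differed more at Juvenile 6d and 7d than before. The lowest r within these days was 0.841, while the lowest within Juvenile 2d to 5d was 0.960. After thinning to the smallest total count, the lowest r within Juvenile 2d to 5d was 0.942, above the median of 0.870 for Juvenile 6d and 7d, which argues against depth as the cause. Without the 10 largest transcripts of each library the lowest r of Juvenile 6d and 7d was 0.839, against 0.959 for the earlier days, so a few dominant transcripts do not account for it. Of the 10 ways to split the 6 libraries into 2 groups of 3, the best had a lowest r of 0.875, below 0.960. This argues against labels exchanged between these days as the whole cause. An exchange is not excluded, since 3 splits had a higher lowest r than the labels. Leaving out 1 library of each day, in 9 ways, raised the lowest r to at most 0.916, without Juvenile 6d replicate 1 and Juvenile 7d replicate 3, which argues against a wrong label on 1 library of each day as the whole cause. The nearest library of Juvenile 6d replicate 1 was Juvenile 2d replicate 2, with an r of 0.935, and those of Juvenile 6d replicates 2 and 3 were Juvenile 7d replicates 3 and 1. A candidate explanation is that the animals of a day were at different points of a course that Juvenile 2d to 5d pass through. Along the 3 differences between the means of these days lay 26.8% of the variance within Juvenile 6d and 7d, against 13.5% of that within Juvenile 2d to 5d, a share that neither excludes this hypothesis nor is large enough to carry it. Contamination with reads of another organism was not tested.

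The Juvenile 7d libraries resembled Juvenile 3d, with a mean r of 0.891, more than Juvenile 5d, with 0.858. After thinning the mean r with Juvenile 3d was 0.870, against 0.833 with Juvenile 5d, and without the 10 largest transcripts of each library it was 0.889 against 0.856, so neither depth nor a few dominant transcripts accounts for the order. The order held in 2 of the 3 Juvenile 7d libraries, replicates 1 and 2, while replicate 3 had 0.814 with Juvenile 3d and 0.865 with Juvenile 5d. A wrong label on replicate 3 cannot be excluded, but it would not produce the order in the other 2. Replicates 1 and 2 had an r between 0.923 and 0.935 with the Juvenile 3d libraries. Pairs within Juvenile 3d reached at least 0.960, which argues against Juvenile 3d libraries under these 2 labels. Changes that recur with each molting cycle might bring the days together. The log2 changes from Juvenile 2d to 3d and from Juvenile 5d to 7d, which share no library, had an r of 0.235 across transcripts, which are not independent. Of the 45 pairs of day steps that share no library, 15 reached that value and the median was 0.093, so the recurrence cannot be told apart from the general correlation between steps.

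Other lists of the study were measured in the juvenile libraries without a claim of the paper about these days. The argonaute g3665.t1, which the supplement reports as induced at the developmental stages, had between 3.47 ± 0.462 TPM (SD, n = 3) at Juvenile 2d and 6.87 ± 1.28 at Juvenile 4d, and differed over the days (edgeR adjusted p = 0.0223, between 0.00182 and 0.0498 over 26 alternatives). Of the 7 argonaute transcripts, 3 of the 4 tested differed over the days. Of the 8 HOX transcripts 2 did so, Hox4 (g2153.t1, edgeR adjusted p = 0.0115, between 3.78e-05 and 0.0393) with its highest mean at Juvenile 7d and Hox9 (g6415.t1, edgeR adjusted p = 0.00895, between 0.00351 and 0.0379) with its highest mean at Juvenile 4d, and both were called in 26 of 26 alternatives. The adjusted p of the other HOX transcripts was 0.532 for caudal (g10624.t1), 0.247 for engrailed (g10006.t1), 0.164 for Hox1 (g6100.t1), 0.119 for Hox10 (g6414.t1), 0.645 for Hox3 (g6131.t1) and 0.0717 for Hox7 (g6724.t1), by edgeR with Benjamini-Hochberg adjustment. Of these, Hox1 and Hox10 were each called in 2 and Hox7 in 4 of the 26 alternatives. On the late against the early days, Hox4 was higher by 1.21 on the log2 scale (standard error 0.26, edgeR adjusted p = 0.00206) and Hox7 lower with −0.73 (standard error 0.24, edgeR adjusted p = 0.0218, between 0.00986 and 0.147 over 27 alternatives). The Hox7 call was lost without Juvenile 2d replicate 1 (edgeR adjusted p = 0.0552), Juvenile 3d replicate 2 (0.0528) or Juvenile 7d replicate 1 (0.0540) and in limma on log2 TPM. Hox9 was higher by 0.70 at Juvenile 4d against 3d (standard error 0.16, edgeR adjusted p = 0.0105, between 0.00316 and 0.0658 over 28 alternatives), a call lost without Juvenile 3d replicate 3 (0.0658). Of the 14 thioredoxin transcripts 9 differed over the days, and reads were divided with similar transcripts for 2 of the 14. The single transcripts listed for Dsup, LEAM and MAHS had means of 101.0, 364.0 and 372.9 TPM over the 18 libraries.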
